# Calreticulin mediates an invasive breast cancer phenotype through the transcriptional dysregulation of p53 and MAPK pathways

**DOI:** 10.1186/s12935-016-0329-y

**Published:** 2016-07-13

**Authors:** Mohammadreza Zamanian, Lama Abdel Qader Hamadneh, Abhi Veerakumarasivam, Sabariah Abdul Rahman, Shamarina Shohaimi, Rozita Rosli

**Keywords:** Calreticulin, Breast cancer, Invasion, p53, MAPK

## Abstract

**Background:**

The introduction of effective novel biomarkers of invasion and metastasis is integral for the advancement of breast cancer management. The present study focused on the identification and evaluation of calreticulin (CRT) as a potential biomarker for breast cancer invasion.

**Methods:**

Two-dimensional gel protein electrophoresis and MALDI-TOF were utilized in the analysis of fresh-frozen invasive intra-ductal carcinoma specimens. Calreticulin-associated expression was analyzed using immunohistochemistry of FFPE non-malignant/malignant breast specimens. A *CRT*-knockdown model of MCF7 cell line was developed using siRNA and the *CRT* genotype/phenotype correlations based on migration and trans-well invasion assays were determined. Finally, microarray-based global gene expression profiling was conducted to elucidate the possible calreticulin pro-invasive regulatory pathways.

**Results:**

Two-dimensional gel protein electrophoresis and MALDI-TOF analysis showed upregulation of calreticulin expression in tumor tissues as compared to the normal adjacent tissues. Meta-analysis of the immunohistochemical results confirmed significantly higher expression of calreticulin (p < 0.05) in the stromal compartments of malignant tissues as compared to non-malignant tissues. Migration and transwell invasion assays showed significant loss in the migratory and invasive potential of *CRT*-knockdown cells (p < 0.05). Global gene expression profiling successfully identified various putative gene networks such as p53 and MAPK pathways that are involved in calreticulin breast cancer signaling.

**Conclusion:**

Besides confirming calreticulin overexpression in invasive breast cancer tissues, this study reveals a calreticulin-dependent pro-invasive potential and suggests possible contributing pathways. Defining the mechanistic role of invasion and characterizing the possible calreticulin-dependent molecular targets will be the focus of future work.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12935-016-0329-y) contains supplementary material, which is available to authorized users.

## Background

Breast cancer is a major health problem for women as it is diagnosed at least a million times every year worldwide [1]. In the United States, it is the second leading cause of cancer deaths and the most common cancer among women [2]. In Asian countries, the peak age for the disease is between 40 and 50 with an increasing trend in incidence and associated mortality [3]. The ability to accurately predict the presence of distant metastasis; the direct consequence of the invasive ability of cancer cells significantly aids in the determination of effective patient management strategies [4].

Calreticulin (CRT) is an important endoplasmic reticulum (ER) protein with critical functions inside and outside the ER [5]. Protein chaperoning and calcium homeostasis are the two key functions of calreticulin inside the lumen of the ER [6]. Outside the ER, calreticulin is involved in cell adhesion [7], modification of gene expression [8], and immune response [9]. Calreticulin is also reported to be correlated with cellular proliferation and metaplastic events [8]. In addition, calreticulin has also been linked to malignant states [10], and as a major calcium homeostasis contributor, it plays a role in cancer invasion and metastasis [11]. Recent studies have focused on revealing an association between the presence of calreticulin and the initiation or progression of various malignant transformations [12]. In brief, the tumor-promoting effects of calreticulin or its overexpression has been reported in ductal carcinoma of the breast [13], bladder cancer [14], and prostatic adenocarcinoma [15]. Furthermore, hepatocellular carcinoma [16], pancreatic malignancies [17], esophageal cancer [18], gastric cancer [19], colon cancer [20], melanoma [21], and leukemia [22] have also been reported to be potentially correlated with calreticulin activity.

A higher expression of calreticulin protein in breast ductal adenocarcinomas has been previously reported [13], which possibly indicates to a correlation between the presence of calreticulin and the initiation and/or progression of cancer. Calreticulin overexpression was also found to be associated with a higher risk of developing invasion and metastasis in breast cancer patients [23]. In addition, calreticulin has been suggested to be a potential biomarker for breast cancer prognosis as its expression was associated with more advanced tumors [24].

Taken together, calreticulin is believed to be involved in the initiation and progression of various cancers. In breast cancer, calreticulin expression has been correlated with more advanced disease and a higher chance for the development of distant metastasis. As the mechanisms and the pathways through which calreticulin may contribute to breast cancer invasion and metastasis have not been determined, we first tried to clarify the importance of calreticulin stromal expression in conferring a more invasive phenotype to breast cancer and to subsequently propose possible mechanisms or pathways for calreticulin pro-invasive effects. The proteomic component of the present study revealed calreticulin as differentially expressed in various invasive states of breast cancer. Then we focused on evaluating the possible correlations between calreticulin expression and the conferment of an invasive phenotype in breast cancer cells as well as clarifying the related mechanisms. We aimed to probe the patterns of differential expression of calreticulin in a range of human breast tissues including non-malignant and malignant lesions. Subsequently, we established the role of *CRT* in conferring an invasive phenotype in breast cancer cells through siRNA gene knockdown and whole genome expression profiling.

## Results

Two-dimensional gel electrophoresis protein maps in the range of pH 4–7 were obtained in duplicates and protein spots that were differentially expressed between tumor and adjacent normal epithelial tissues were selected. Figure 1a shows a representative gel where the protein spots are circled. Spots that were differentially expressed across different samples were excised and sent for MALDI-TOF analysis. Figure 1b represents the MALDI-TOF spectrogram for calreticulin tryptic peptides while all of the correlated identified spots are also listed in Additional file 1: Table S1. The results revealed that calreticulin is overexpressed in the tumoral regions of the tissue samples (spot 2 in Fig. 1a). Figure 1c represents calreticulin expression in different intra ductal carcinoma (IDC) samples including the tumoral and normal adjacent tissues. By using qPCR, *CRT* expression was confirmed to be higher in stages III and IV of breast cancer as compared to stage I and II tumors (Fig. 1d). Results from protein profiling revealed differential calreticulin expression patterns between tumoral and normal adjacent tissues of breast cancer specimens.

**Fig. 1:**
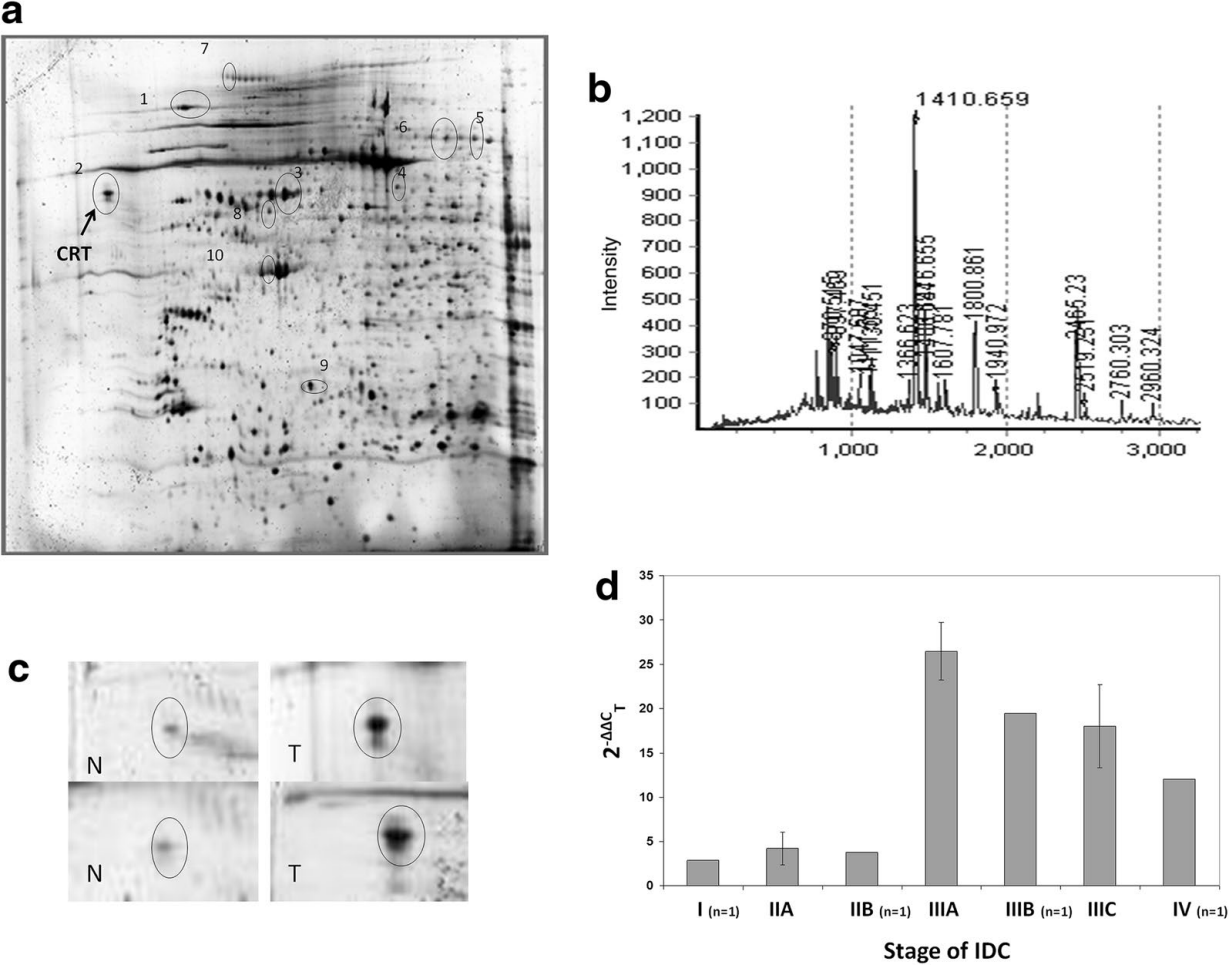
Two-dimensional gel electrophoresis and MALDI-TOF mass spectra analysis reveal calreticulin as over expressed in breast cancer tissues. **a** A representative 2D gel electrophoresis map for the tumor tissue from a stage III sample after running on 17 cm pH 4–7 IPG strips. Spots 1 through 9 were excised and the protein identification was determined by MALDI-TOF analysis, in which spots 1–5 and spot 9 were over-expressed in the tumor tissue, while spots 6–8 were down-regulated. **b** MALDI-TOF mass spectrum of the tryptic peptides corresponding to calreticulin. **c** Expression of calreticulin in different intra ductal carcinoma (IDC) samples (*T* tumoral tissue, *N* normal adjacent tissue). **d** Graph represents the *CRT *expression fold change across different stages of infiltrating ductal breast carcinoma specimens

To confirm our protein profiling results and characterize the histological pattern of calreticulin expression, we applied IHC on a range of breast cancer specimens with varying degrees of invasive potential. Our results confirmed that in non-malignant tissues, calreticulin expression was more prominent in the glandular compartment as compared to the stroma (Fig. 2a). The expression was mostly cytoplasmic while low intense staining of the nucleus and cell membrane was also detectable. In malignant tissues, calreticulin was expressed in both the epithelial and stromal compartments (Fig. 2b). The expression was high in almost all malignant epithelial cells while inside the tumor stroma, high expression of calreticulin could be observed in spindle shaped cells of the stroma. The pattern of expression revealed that the higher the invasive state of the tissue, the more calreticulin was expressed. To quantify the differences in calreticulin expression among various malignant states, IHC results were scored and the different categories (non-malignant/malignant/stage/grade) were compared (Fig. 2c). One-way ANOVA followed by post hoc test (Duncan option) demonstrated a significantly higher expression of calreticulin in the stromal compartments of malignant tissues as compared to non-malignant tissues; as F(3, 41) = 4.985 and p = 0.005 (Table 1).

**Fig. 2:**
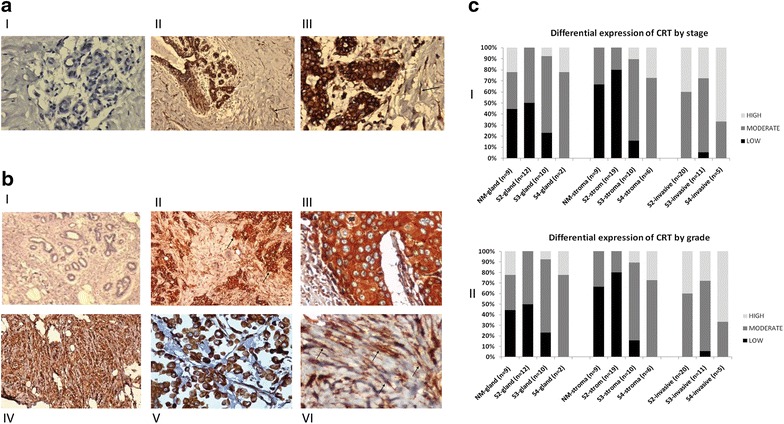
Immunohistochemistry results and the comparison of the expression levels of calreticulin in various invasive states of breast cancer. **a** Immunohistochemical staining of calrecticulin expression in non-malignant lesions of human breast. (*I*) Negative control. (*II*) Positive staining in the glandular (*white arrow*) and stromal compartments (*black arrow*), ×10 magnification. (*III*) Positive staining in glandular (*white arrow*) and stromal compartments (*black arrow*), ×40 magnification. **b** Immunohistochemical staining of calreticulin expression in malignant lesions of human breast. (*I*) Negative control. (*II*) Positive staining in malignant glandular epithelium (*black arrows*) and stromal parts (*white arrows*) of the tumor, ×10 magnification. (*III*) Positive staining in glandular parts of breast tumor. (*IV*) Breast tumor with invasive pattern, ×10 magnification. (*V*) Breast tumor with invasive pattern, ×40 magnification. (*VI*) Calreticulin expression in stromal cells with spindle shapes (*arrows*). **c** (*I*) Differential expression of calreticulin in different stages of breast cancer. Calreticulin expression is presented based on the localization in three different tissue compartments: glandular structures, stroma and invasive areas. The expression of calreticulin is stratified according to the stage of the tumor (2, 3, 4) and the intensity of expression (low, moderate, high). (*II*) Differential expression of calreticulin in different grades of breast cancer. Calreticulin expression is presented based on the localization in three different tissue compartments: glandular structures, stroma and invasive areas. The expression of calreticulin is stratified according to the grade of the tumor (1, 2, 3) and the intensity of expression (low, moderate, high)

**Table 1:** Statistical analysis of immunohistochemistry results for calreticulin expression (ANOVA)

Stage	Sum of squares	df	Mean square	F	Sig.
Glandular tissue					
Between groups	10.854	3	3.618	0.777	0.516
Within groups	139.617	30	4.654		
Total	150.471	33			
Stroma					
Between groups	60.128	3	20.043	4.985	0.005
Within groups	164.85	41	4.021		
Total	224.978	44			
Invasive carcinoma					
Between groups	28.301	2	14.15	3.213	0.053
Within groups	145.338	33	4.404		
Total	173.639	35			

One-way ANOVA showed significantly higher calreticulin expression in stromal parts of malignant tissues as compared to non-malignant samples (p < 0.05)

Since IHC confirmed the differential expression of calreticulin in breast cancer tissues, we developed an in vitro *CRT*-knockdown model of breast cancer using siRNA to examine the effects of *CRT* expression modulation on the invasive potential of MCF7 breast cancer cells. The level of *CRT* expression decreased by 87 % following siRNA transfection (Additional file 2: Table S2; Fig. 3a), which confirmed the successful knockdown of *CRT*. This was further confirmed by western blot analysis (Fig. 3b). In addition, MTT assay was used to evaluate the presence of potential cytotoxic effects of the siRNA and transfection reagent. The mean viability of the *CRT*-knockdown cells remained at about 90 % as compared to untreated cells (Fig. 3c).

**Fig. 3:**
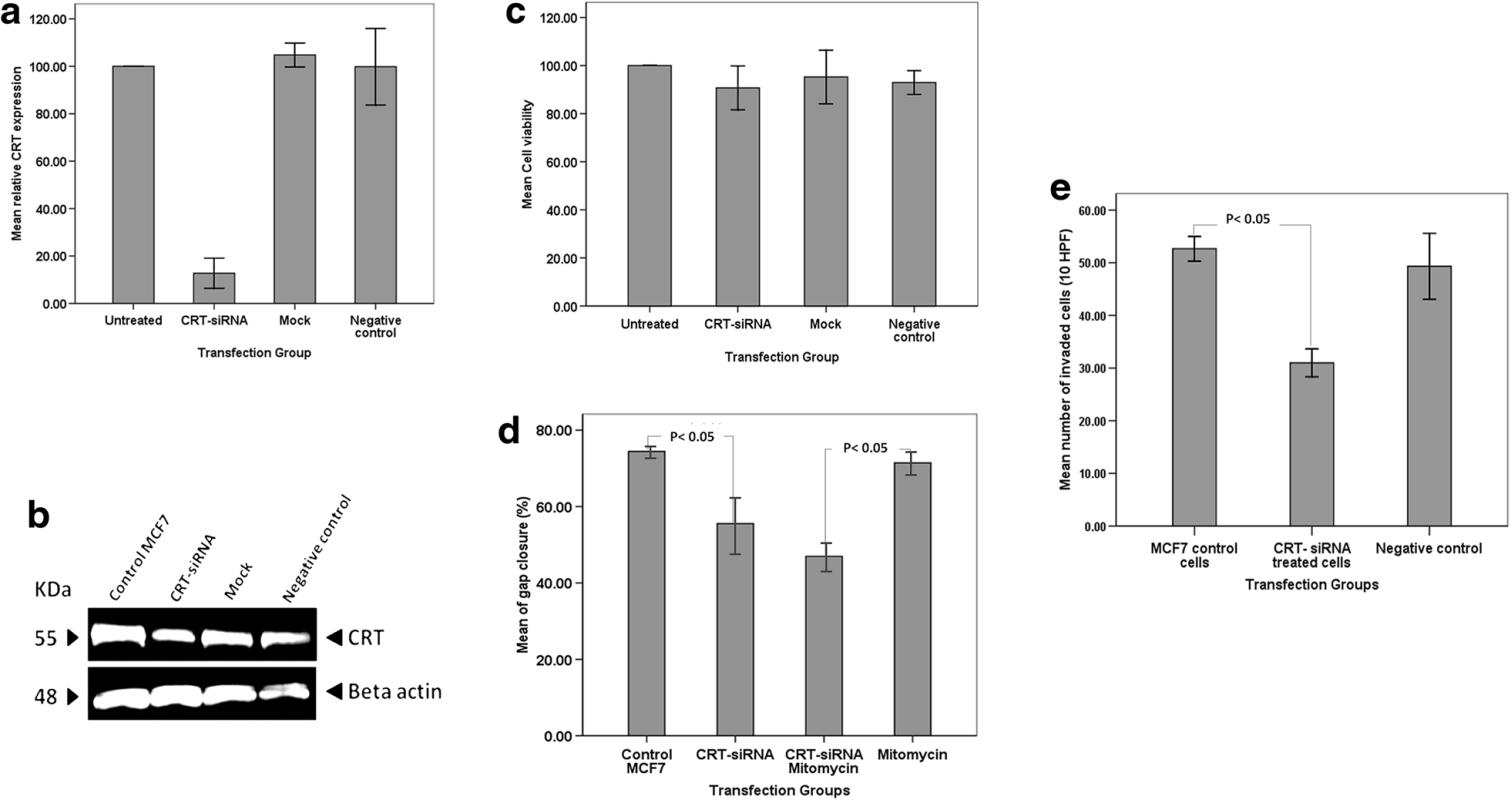
The knockdown of *CRT* expression results in the inhibition of the migratory and invasive potential of MCF7 breast cancer cells. **a** Relative *CRT* expression analysis shows that more than 87 % decrease in expression was achieved in *CRT*-knockdown cells. **b** Western blot results confirmed the down regulation of calreticulin expression in *CRT*-knockdown MCF7 cells as compared to control groups. Beta actin was used as the house-keeping control. **c** MTT assay showed 90.7 % viability in *CRT*-siRNA transfected MCF7 cells as compared to the untreated group. **d** Migration assay results revealed a significant association between *CRT* expression and the migratory potential of MCF7 cells. The effect on migration was not proliferation-dependent. **e** Statistical analysis of the invasion assay results showed a significant decrease in the number of invading cells following *CRT*-knockdown of MCF7 cells

The invasive characteristics of *CRT*-knockdown cells were then investigated using phenotypic assays. The migration assay (Additional file 3: Table S3; Figs. 3d, 4) revealed a significant decrease in the migratory potential of *CRT*-knockdown cells as compared to the control group (p < 0.05). The treatment with mitomycin-C did not alter this effect, suggesting that the inhibitory effect of calreticulin on migration is not proliferation-dependent (p < 0.05).

**Fig. 4:**
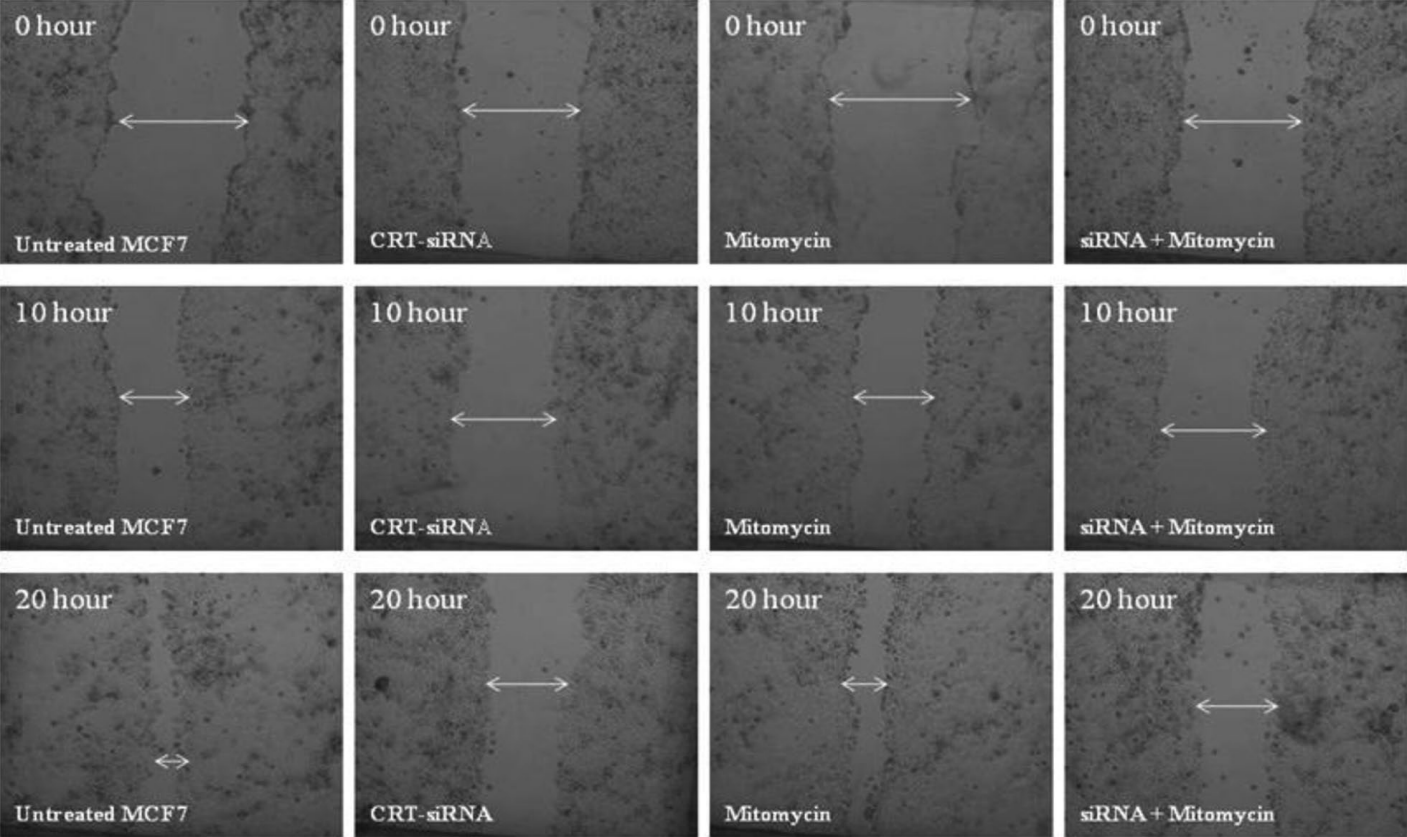
Migration assay: comparing the speed in gap closure in a monolayer of cells. The images were captured at 0, 10 and 20 h post scratching. The *CRT*-siRNA knockdown cells displayed an obvious decrease in gap closure rate as compared to the control group in the absence and presence of mitomycin-C

The mean number of invaded *CRT*-knockdown cells in a matrigel invasion assay (Additional file 4: Table S4; Fig. 5) was compared against the controls (Fig. 3e). There was a significant decrease (p < 0.05) in the number of invaded *CRT*-knockdown cells as compared to the control cells.

**Fig. 5:**
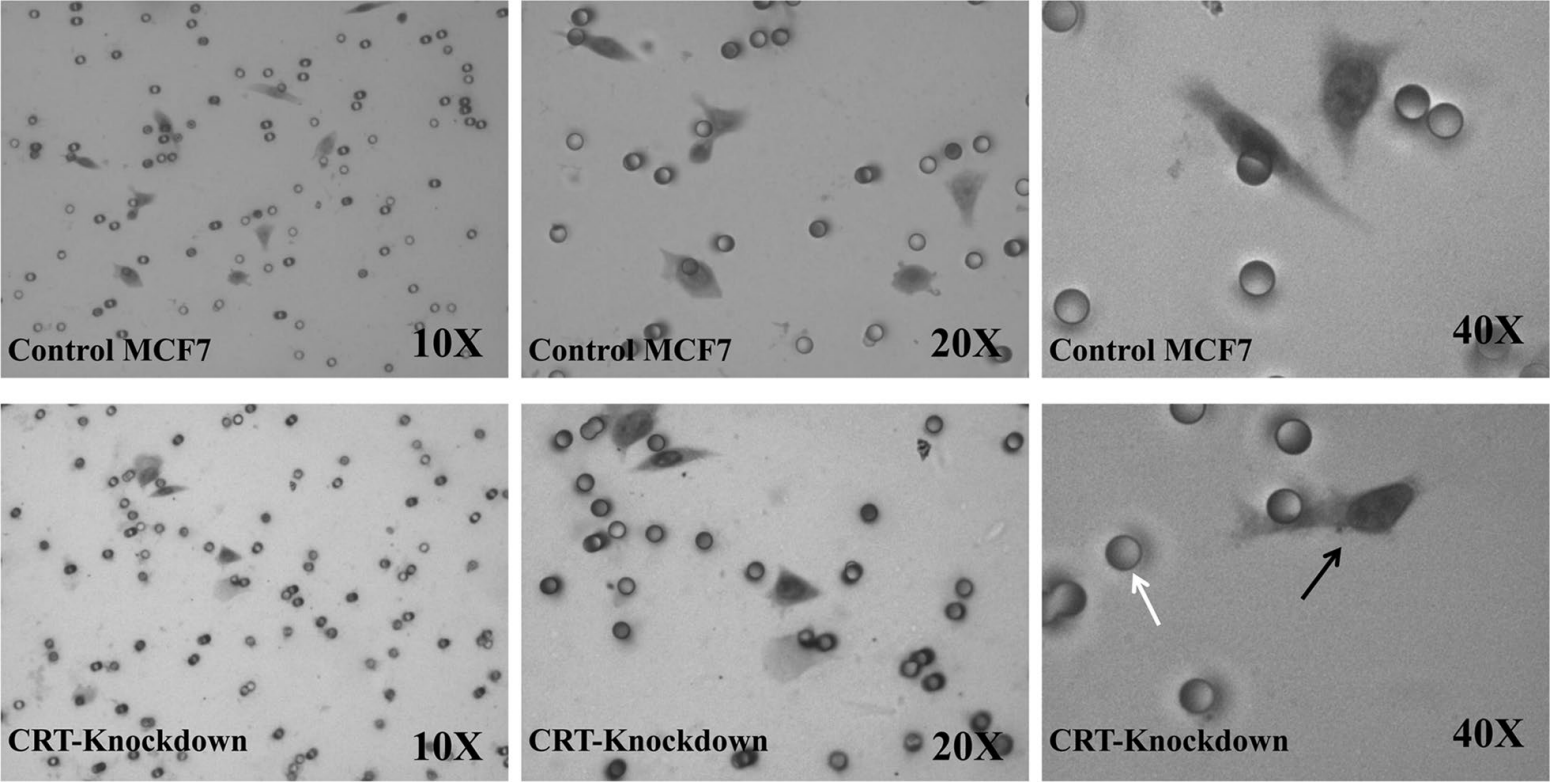
Matrigel invasion assay: micrograph of transwell invaded cells. Control and *CRT*-knockdown MCF7 cells (*black arrow*) are shown to have invaded through the pores (*white arrow*)

We then tried to identify possible *CRT*-associated signaling pathways using gene expression microarrays. 

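MCF7 is an established line of luminal breast cancer cells that express the estrogen receptor. *CRT*, which the array lists under the symbol *CALR*, was silenced with a pool of small interfering RNAs (siRNA), short RNAs that direct the breakdown of the matching mRNA, and RNA was taken 36 h after transfection. The mock control cells received the transfection reagent with medium in place of the siRNA, so none of these arrays compared the *CRT*-knockdown cells with cells given a non-targeting siRNA. RNA of both groups was hybridised together on 3 Agilent whole genome arrays, which the labels call biological replicates. The *CRT*-knockdown cells were labelled with Cy3 on 2 arrays and with Cy5 on 1, so that a dye effect would not cancel fully in the mean. The values used here are those of the authors' deposited table of this comparison, with a log fold change, a mean log intensity, a t statistic, a p-value and an adjusted p-value for each probe and no values of single arrays. Its column names are those that the R package limma writes, while the background correction, the normalization and the number of arrays in the fit are not given in the sources used here. The log base and the direction of the fold change are not stated either. Base 2 was assumed because the mean intensities ran from 6.3 to 17, the span of log2 signals on such arrays, and the fold change was taken as *CRT*-knockdown over mock because the probe of the silenced gene was negative. The t statistics and p-values fitted 17 degrees of freedom, which were used for the 95% confidence intervals, and the standard error (SE) was computed as the fold change divided by t. The table gives 2 significant digits, so that SEs and intervals are approximate. Its values differ from those printed in the paper's Tables 2 and 3, so that a gene not called here can have passed in the paper's own calculation. Of 40992 different probes, 30348 carried a gene symbol, and each of the resulting 19748 genes was represented by its brightest probe. The p-values of these genes were adjusted by the Benjamini-Hochberg method, and a gene was called changed at an adjusted p under 0.05. The median SE of a gene was 0.16 on the log2 scale. The median log2 fold change over all probes was -0.00051. Lists of genes by function were fixed before the data were examined, and the median log2 fold change of each list was compared with 10000 random lists of the same size and similar intensity (two-sided, adjusted over 20 lists). This comparison, named below as a permutation test with random lists, draws genes and does not permute samples. It and Fisher's exact test treat genes as independent, so that their p-values are too small and serve as a description. The precision is limited by the number of arrays. Without values per array, neither a dye effect on each gene nor the weight of a single array could be estimated. Only a bound on a dye effect was computed, for a group of very bright probes.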

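*CRT* itself was the most firmly changed gene. The authors' deposited table gave *CALR* a log2 fold change of -2.4 (SE 0.18, 95% confidence interval -2.79 to -2.01), with the smallest p of all 19748 genes (2.4e-10), and the p adjusted over these genes was 4.74e-06. At an adjusted p under 0.05, 336 genes were higher and 455 were lower in the *CRT*-knockdown cells than in the mock control. With the median over the probes of a gene, the counts were 162 and 221. With a change of at least 1 on the log2 scale as well, 83 genes were higher and 94 were lower. By the authors' own adjusted p in the authors' deposited table, which covers more spots, 596 of the 791 called genes passed 0.05 (244 higher and 352 lower). An unadjusted p under 0.05 was reached by 1463 genes that were higher and 1693 that were lower. Of the 455 genes called lower, 53 rested on a group of 99 very bright probes (mean log2 intensity of 14 or more, log2 fold change of -1.5 or less), whose genes had 64 other probes with a median log2 fold change of -0.04. Those other probes were mostly dim, with a median mean log2 intensity of 7.85 against 6.4 for the negative controls. Without that group, which was noticed after the data were examined, 291 genes were higher and 361 were lower. The cut at 14 left similar cases in, since *GDNF* (mean log2 intensity 11) was called at -2.4 and *SYN1* (13) at -2.3. Their other probes, also dim, lay between 0.011 and 0.063 and at -0.2 in the authors' deposited table.

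**Figure D1:**
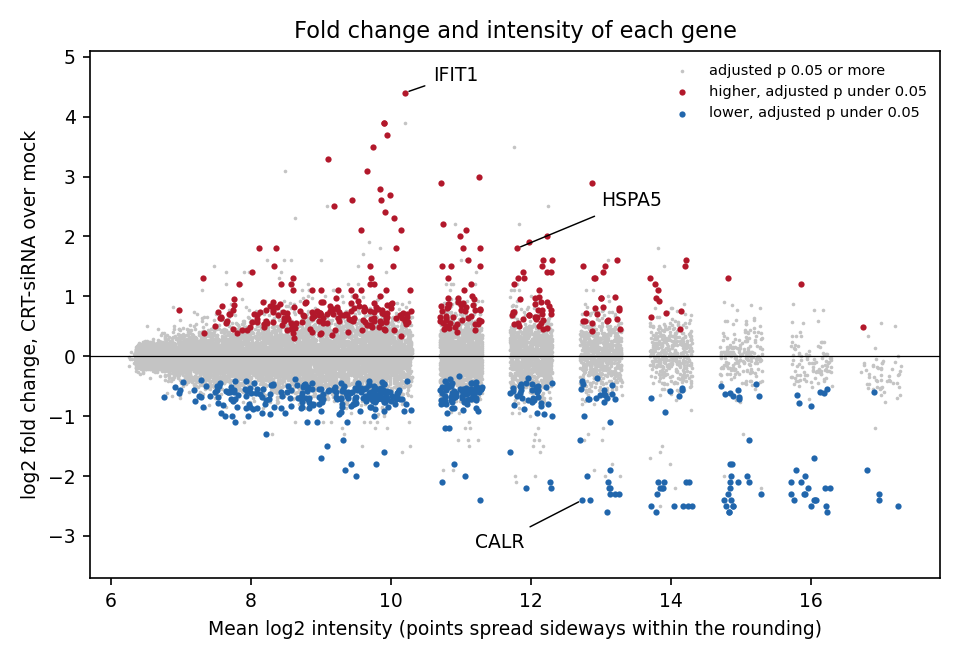
log2 fold change of each of the 19748 genes, from the authors' deposited table (vertical axis, *CRT*-knockdown over mock), against the mean log2 intensity of its brightest probe (horizontal axis, points spread sideways because the table rounds it). Red and blue points are the 336 higher and 455 lower genes at an adjusted p under 0.05. *CALR* lies at -2.4, *IFIT1* at 4.4 and *HSPA5* at 1.8. A band of lower genes near -2.3 lies at intensities of 14 and above, and further genes near that value, such as *GDNF* and *SYN1*, lie at 11 and 13.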

A total of 1579 genes were significantly upregulated while 992 genes were downregulated in the *CRT*-knockdown cells. The 10 most up/downregulated genes are summarized in Table 2. 

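Genes that cells switch on in response to interferon led the increase. Of the 10 genes with the largest increase at an adjusted p under 0.05, 8 belong to a list of interferon-stimulated genes. The authors' deposited table gave *IFIT1* and *IFIT2*, whose proteins bind viral RNA, log2 fold changes of 4.4 (SE 1.19) and 3.9 (SE 0.76), with p values adjusted over genes of 0.0489 and 0.00962. The authors' own adjusted p for *IFIT1* was 0.063, above 0.05. In the same authors' deposited table, the RNA sensor *DDX58* (RIG-I) was at 3.5 (SE 0.55, p adjusted over genes 0.00307), *SAMD9* at 3.7, *DDX60* at 3.3, *BST2* at 3 and the ubiquitin-like modifier *ISG15* at 2.9. *ISG15* was close to the threshold (p adjusted over genes 0.0499, 0.0515 with centring, and 0.064 in the authors' own adjustment). Other probes were lower in the authors' deposited table, at 0.91 for *IFIT2* (p 0.077), at 1, 0.87 and 0.9 for *SAMD9*, at 2.6 for *DDX60* and at 0.14 for *BST2*, and with the median over probes *IFIT2*, *SAMD9* and *BST2* did not pass the test. The other probes of these 3 genes were dim, at mean log2 intensities of 7.3, 7.2 to 7.4 and 6.5. The negative controls were at 6.4, so that such probes limit what change could be seen. The remaining 2 of the 10 were *KLHDC7B* at 3.1 (1.8 at its other probe) and the stress-induced transcription factor *ATF3* at 2.9 (1.2 at its other probe), again in the authors' deposited table. Of 64 measured interferon-stimulated genes, 24 rose, none fell (0 also at an unadjusted p under 0.05) and 40 did not pass the test, with 46 higher when adjusted over the list alone and 50 higher at an unadjusted p under 0.05. With the median over the probes of each gene, 16 rose and none fell. All 64 had a fold change above 0, and their median log2 fold change of 1.65 lay above that of every random list (adjusted p = 0.0008, permutation test with random lists). The 10 genes with the largest decrease, ordered by p where values were equal, were *BBC3*, *WNT6*, *PRR7*, *TNRC18* and *C9orf62*, at -2.6 in the authors' deposited table, and *CRTC1*, *LOC255783*, *CDC42EP5*, *TMEM158* and *GPR153*, at -2.5 there. All of them except *C9orf62* were called on very bright probes, and the other probes of these genes lay between -0.51 (*LOC255783*) and 0.41 (*BBC3*) in the authors' deposited table, while *C9orf62*, *CDC42EP5* and *GPR153* had no other probe. With the median over probes, *PRR7*, *TMEM158* and *TNRC18* did not pass the test, and *BBC3* turned to 0.25 and did not pass. The SE of the interferon-stimulated genes was large, with a median of 0.47, above that of 96.6% of genes.

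**Figure D2:**
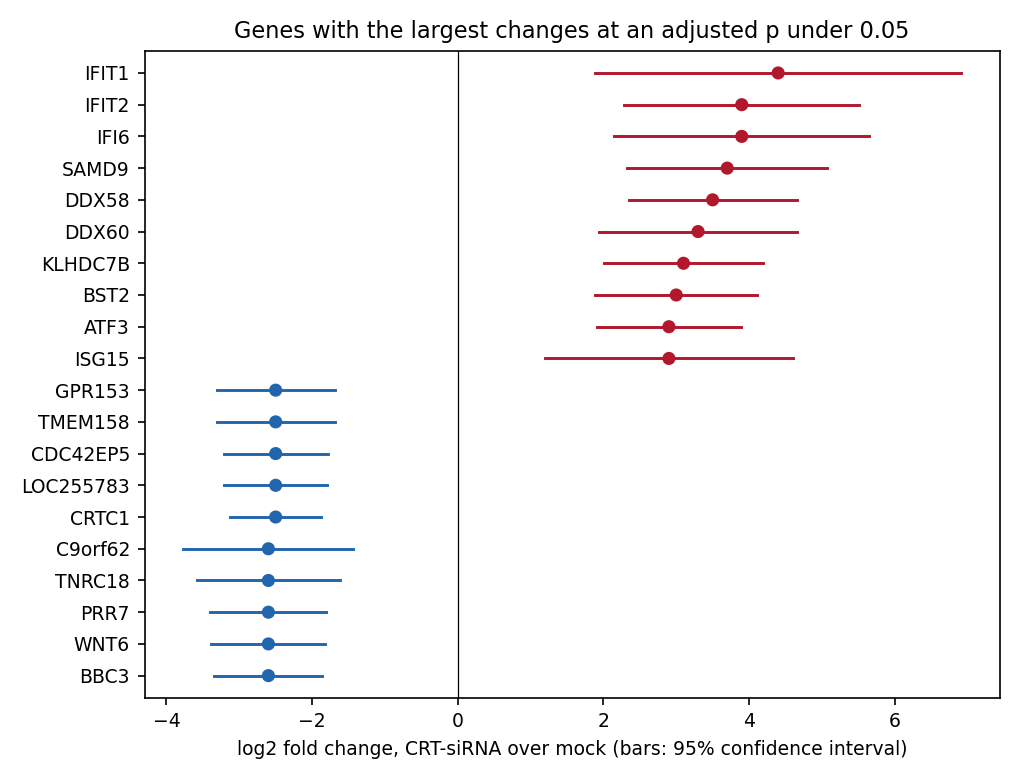
The 10 genes with the largest increase (red) and the 10 with the largest decrease (blue) at an adjusted p under 0.05. Points are log2 fold changes of *CRT*-knockdown over mock from the authors' deposited table (horizontal axis) and bars are 95% confidence intervals computed from the SE with 17 degrees of freedom. The increases run from 2.9 to 4.4 with wide bars, and the decreases lie between -2.6 and -2.5.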

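*IFI6*, an interferon-stimulated mitochondrial protein that counters apoptosis, and *PARP14*, an ADP-ribosyltransferase, were both higher in the *CRT*-knockdown cells. The log2 fold change of *IFI6* in the authors' deposited table was 3.9 (SE 0.83, 95% confidence interval 2.15 to 5.65), with a p adjusted over genes of 0.0152. For *PARP14* the authors' deposited table gave 2.5 at the brightest probe (SE 0.52, p adjusted over genes 0.0127) and 0.98, 0.48 and 0.03 at the other 3 probes, and with the median over probes it did not pass the test. Those other 3 probes were dim, at mean log2 intensities of 7.1, 6.7 and 6.5. The 2 probes of *MNT*, a repressor that pairs with *MAX*, differed. The probe for AF318360 was at -1.7 in the authors' deposited table (SE 0.18, p 4.8e-08), whereas the brighter probe for NM_020310 was at -0.25 (SE 0.14, p 0.083). *TACC2*, a centrosome-associated protein, was at -0.11 (95% confidence interval -0.54 to 0.32) and -0.03 at the probes of the transcript that the paper lists and at 0.12 at a probe of another transcript in the authors' deposited table. Of these 4 genes, which the study chose on these samples, 2 rose and none fell by the brightest probe, with the same counts when adjusted over the list alone and at an unadjusted p under 0.05. That count leaves out the lower probe of *MNT*, which is the one that the paper lists. By qPCR, a separate assay, the paper reports *IFI6* and *PARP14* as higher and *MNT* and *TACC2* as lower.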

The validity of the microarray data was confirmed using qPCR (Fig. 6).

**Table 2:** The 10 most up/downregulated genes upon knockdown of *CRT *expression

Gene name	Systematic name	Log FC	p value
*IFIT1*	NM_001548	2.9	0.00065
*IFIT2*	NM_001547	2.5	2.10E−05
*IFI6*	NM_022873	2.3	0.00016
*IFIT3*	NM_001549	2.3	0.00033
*IFI27*	NM_005532	2.2	0.0034
*DDX58*	NM_014314	2	7.20E−06
*DDX60*	NM_017631	2	5.00E−05
*IFI27*	NM_005532	2	0.0045
*OASL*	NM_003733	1.9	2.10E−05
*SAMD9*	NM_017654	1.9	7.30E−05
***CALR***	**NM_004343**	**−2.7**	**5.20E−15**
*MNT*	AF318360	−2.1	2.30E−13
*CA306742*	CA306742	−1.5	9.30E−12
*FAM35A*	NM_019054	−0.67	4.90E−06
*PCNXL3*	NM_032223	−0.58	2.00E−07
*C13orf37*	NM_001071775	−0.57	2.70E−06
*TACC2*	NM_206862	−0.56	0.00025
*ENST00000301038*	ENST00000301038	−0.5	5.40E−07
*CPOX*	NM_000097	−0.46	0.00037
*TAOK3*	NM_016281	−0.46	0.0023

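Besides the genes given above, *OASL* rose and *PCNXL3* fell among the genes of Table 2, and *IFIT3* and *IFI27* did not pass the adjusted threshold. Among the genes of that table, which the study chose on these samples, the authors' deposited table gave *OASL* 2.8 (p adjusted over genes 0.0111), *IFIT3* 3.1 (0.0647), *IFI27* 3.9 and 3.7 at its 2 probes (0.0591 for the brighter), and *PCNXL3* -0.88 (0.00239), with -0.31 at both of its other probes and no call with the median over probes. Smaller values in the authors' deposited table were -0.43 for *FAM35A* (0.091 at its other probe), -0.4 for *TAOK3* (-0.15 at its other probe), -0.11 for *C13orf37* (-0.42 at its other probe, p 0.0093) and 0.19 for *CPOX*, of which none passed the adjusted threshold over genes. The probe without a gene name CA306742 was at -0.84 (SE 0.16) and ENST00000301038 at -0.22 (SE 0.11) in the authors' deposited table. Of the 17 genes of Table 2 with a symbol, 7 rose and 2 fell by the brightest probe. When adjusted over the list alone, 9 were higher and 3 lower, which is not independent evidence for a list chosen on these samples. *MNT* is not among the 2, because its brightest probe is not the one that Table 2 lists, which was at -1.7. It passed with the probe of smallest p and with the median over probes (Benjamini-Hochberg adjusted p 0.00063 and 0.0122).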

Genes are listed based on their names, systematic names, fold changes in their expression (log FC) and the p values. CRT as the most down-regulated gene is shown in bold

**Fig. 6:**
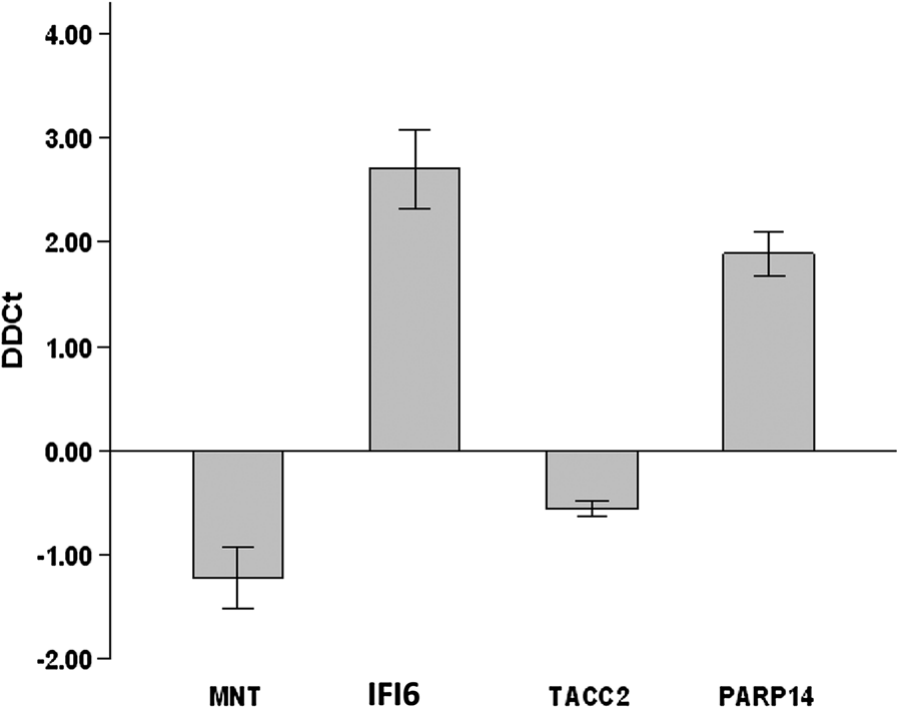
Validation of microarray results by qPCR. The relative expression of selected genes are shown. *IFI6* and *PARP14* were upregulated in *CRT*-knockdown MCF7 cells while *MNT* and *TACC2* were downregulated

To understand the biological significance of the global changes in the patterns of gene expression, related gene ontologies were analyzed. GeneCards® which is one of the options of GeneDecks V3 software was used for annotation classification. DAVID (Database for Annotation, Visualization and Integrated Discovery) was also used to reveal functional relationships of the proposed subsets of genes and related ontologies. 

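Table S5 held 26 of the 64 measured interferon-stimulated genes and 3 of the 36 chaperones and folding enzymes of the endoplasmic reticulum. Of 160 measured genes listed there under protein binding, 18 rose and 3 fell at an adjusted p under 0.05, and of 141 listed under cancer 18 rose and 4 fell. Those that rose in both lists included *BST2*, *DDX58*, *EIF2AK2* and the chaperones *HSPA5* and *HSP90B1*. The list of solid tumors had 22 genes, of which 5 rose and none fell (0 also at an unadjusted p under 0.05), and its median log2 fold change was 0.72. Among 94 genes under breast cancer 10 rose and 4 fell, and among 54 under tumor progression 6 rose and none fell (1 at an unadjusted p under 0.05). Under DNA binding, 6 of 35 genes rose and 2 fell. The authors' deposited table gave log2 fold changes of 0.84 for *SRCAP* (SE 0.18), a chromatin remodeler, and 0.81 for *ZNF429* (SE 0.14) among those that rose, with 0.32 and 0.26 at their other probes and no call with the median over probes, and the 2 that fell, *MLL3* at -2.3 and *TNRC18*, were called on very bright probes. The other 4 probes of *MLL3* lay between -0.11 and 0.33 in the authors' deposited table, and with the median over probes neither gene passed the test. Under regulation of transcription, 3 of 28 genes rose, with *PHF11* the largest at 1.1 (SE 0.18) in the authors' deposited table. All of these lists were chosen by the study on these samples and are not independent evidence of a direction. Adjusted over the list alone, 31 and 6 genes of protein binding, 28 and 7 of cancer, 17 and 4 of breast cancer, 8 and 3 of DNA binding were higher and lower, and 10 of solid tumors, 8 of tumor progression and 3 of regulation of transcription were higher.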

Some of the most important and related ontologies for up/down-regulated genes are summarized in Additional file 5: Table S5. The genes in each category have been previously reported in the literature as responsible for or involved in the specific ontologies.

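None of the first 3 genes of this group was separable from no change. The authors' deposited table gave log2 fold changes of 0.06 for *MIA* (SE 0.11), a protein secreted by melanoma cells, 0.14 and -0.03 at the 2 probes of the protease *KLK13* (SE 0.13 for both) and -0.0026 for the adhesion molecule *HEPACAM* (SE 0.10), whose other probes were at -0.025 and -0.0023. Their mean log2 intensities in the authors' deposited table were 7.1, 6.5 and 6.6, while the negative control probes were at 6.4, so that little signal stood above the background. *MADD*, an adaptor of death receptors and MAP kinases, fell, with a log2 fold change of -0.55 in the authors' deposited table (SE 0.14, 95% confidence interval -0.86 to -0.24, p adjusted over genes 0.0417, and 0.054 in the authors' own adjustment). Of the 15 genes that the paper's text names as upregulated, which were chosen by the study on these samples, 0 rose and 1 fell at an adjusted p under 0.05 in the Benjamini-Hochberg adjustment of the authors' p-values over genes, and the same counts held when adjusted over the list alone. At an unadjusted p under 0.05, 1 was higher and 1 was lower.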

Among the significantly upregulated genes, *MIA* (melanoma inhibitory activity), *KLK13* (kallikrein-related peptidase 13), *HEPACAM* (hepatic and glial cell adhesion molecule), *MADD* (MAP-kinase activating death domain), *TP53I11* (tumor protein p53 inducible protein 11), based on the importance of their cellular localization have been reported as being associated with a more invasive cancer phenotype. In addition, *LGALS3BP* (lectin, galactoside-binding, soluble, 3 binding protein), *MAP3K5* (mitogen-activated protein kinase kinase kinase 5), *TNFSF10* (tumor necrosis factor (ligand) superfamily, member 10) which are mainly involved in various cellular processes are potentially associated with a higher invasive potential. 

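*LGALS3BP*, a secreted glycoprotein that binds galectins and is also induced by interferon, had a log2 fold change of 0.61 in the authors' deposited table, with an SE of 0.47 and a 95% confidence interval from -0.38 to 1.60 that includes 0. *MAP3K5* (ASK1), a kinase upstream of JNK and p38, was at 0.15 (SE 0.21), and *TNFSF10*, which encodes the death ligand TRAIL, at 0.0052 (SE 0.29, 95% confidence interval -0.60 to 0.61), both in the authors' deposited table. None of these 3 genes passed the adjusted threshold over genes or an unadjusted p under 0.05 (p 0.2, 0.48 and 0.99 in the authors' deposited table).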

Finally, *BTG2* (BTG family, member 2), *RARRES3* (retinoic acid receptor responder 3), *SERPINA3* (serpin peptidase inhibitor, clade A (alpha-1 antiproteinase, antitrypsin), member 3), *SMPD3* (sphingomyelin phosphodiesterase 3, neutral), *XAF1* (XIAP associated factor 1), *SERPINB5* (serpin peptidase inhibitor, clade B (ovalbumin), member 5) and *TP53TG5* are important cancer-related genes that were also significantly up-regulated in this study.

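*XAF1*, an interferon-inducible antagonist of *XIAP*, had the largest value of this group. The authors' deposited table gave it a log2 fold change of 1.6 at the brightest probe (SE 0.76, p 0.047) and 1.1 and 0.69 at the others, and after adjustment over genes its p was 0.299. *SMPD3*, which makes ceramide from sphingomyelin, was at 0.84 (SE 0.40, p 0.053) in the authors' deposited table, with 0.07 at its other probe. The protease inhibitor *SERPINA3* was at 0.44 (SE 0.34) and 0.3 at its 2 probes, and *RARRES3*, a retinoid-induced phospholipase, was at 0.39 (SE 0.24), both in the authors' deposited table. *BTG2*, an antiproliferative target of p53, was at 0.0079 in the authors' deposited table (95% confidence interval -0.48 to 0.50). No gene of this group passed the adjusted threshold.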

Among the significant downregulated genes, *CCT5* (chaperonin containing TCP1, subunit 5), *DBF4, HDAC4* (histone deacetylase 4), *HDAC4* and *TAF3* with important cellular localizations were shown to be correlated with higher invasive potential. In addition, *CALB2* (calbindin 2) or *calretinin*, *MAPRE2* (microtubule-associated protein, RP/EB family, member 2), *RNASE1* (ribonuclease, RNase A family, 1), ESRRG or estrogen related receptor gamma, MAPK8 (mitogen-activated protein kinase 8) and *PCMT1* (protein-L-isoaspartate (D-aspartate) O-methyltransferase) which are involved in various cellular processes have been reported to be associated with a more invasive cancer phenotype. 

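*CCT5*, a subunit of the cytosolic chaperonin, had log2 fold changes of -0.0053 (SE 0.17) and -0.18 (SE 0.15) at its 2 probes in the authors' deposited table. *DBF4*, which activates the *CDC7* kinase at replication origins, was at 0.025 (SE 0.13) and -0.075 (SE 0.11) there. For the histone deacetylase *HDAC4*, the authors' deposited table gave -0.17, -0.15 and -0.15 at 3 probes and 0.17 at another (SE 0.12 to 0.17). *TAF3*, a subunit of the transcription factor TFIID, was lower at all of its 3 probes in the authors' deposited table, at -0.35 (95% confidence interval -0.74 to 0.04), -0.11 and -0.2, but none of them reached an unadjusted p under 0.05. Of the 19 genes that the paper's text names as downregulated, which the study chose on these samples, 1 fell and 0 rose at an adjusted p under 0.05 over genes, with the same counts when adjusted over the list alone. At an unadjusted p under 0.05, 3 were lower and 1 was higher, and the median log2 fold change was -0.0053.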

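The calcium-binding protein calretinin (*CALB2*) had a log2 fold change of 0.015 in the authors' deposited table, with an SE of 0.16. *MAPRE2*, which binds the ends of microtubules, was at 0.04 (SE 0.15) and 0.03 (SE 0.087) at its 2 probes in the authors' deposited table. The secreted ribonuclease *RNASE1* was at -0.04 in the authors' deposited table with a wide 95% confidence interval (-1.02 to 0.94), and at 0.17 and -0.052 at its other probes. The orphan receptor *ESRRG* was at 0.04 and -0.07 there, and both of its probes had a mean log2 intensity close to the background (6.5 and 6.4 in the authors' deposited table). *PCMT1*, which repairs damaged aspartyl residues in proteins, was at 0.07, 0.11 and 0.14 (SE 0.12 to 0.14) at its 3 probes in the authors' deposited table. None of these genes passed the threshold, with or without adjustment over genes.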

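*PARD6A*, a polarity protein that acts in the loss of epithelial junctions downstream of TGF-beta, fell in the *CRT*-knockdown cells. The authors' deposited table gave it a log2 fold change of -0.86 (SE 0.19, 95% confidence interval -1.25 to -0.47), and the p adjusted over genes was 0.0165. *NUDT6*, the antisense partner of *FGF2*, was at -0.38 (SE 0.13, p 0.01) in the authors' deposited table, which gave a p of 0.122 after adjustment over genes. *MINA*, a ribosomal oxygenase induced by *MYC*, was at 0.39 (SE 0.14, p 0.014) and 0.32 at its 2 probes in the authors' deposited table and had a p of 0.15 after adjustment over genes. The proteasome-associated protein *PSMD10* was at -0.21 (SE 0.18), and *C11orf17* (AKIP1) at 0.045 (SE 0.13) and -0.003 (SE 0.15), in the authors' deposited table. *FABP3*, the AMPK subunit *PRKAA2* and *PRND* had brightest-probe values of 0.011, -0.026 and 0.06 (SE 0.13, 0.10 and 0.11) in the authors' deposited table, at mean log2 intensities of 6.6, 6.6 and 6.5. The other probes of *PRKAA2* were at 0.11 and 0.1 and that of *FABP3* at -0.077 in the authors' deposited table.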

Finally, *C11orf17* (A kinase interacting protein 1), *MAP2K6* (mitogen-activated protein kinase kinase 6: *MKK6*), *PARD6A* (par-6 partitioning defective 6 homolog alpha), *MINA* (MYC induced nuclear antigen), *NUDT6* (fibroblast growth factor 2: *FGF*-*2*), *PSMD10* (proteasome (prosome, macropain) 26S subunit, non-ATPase, 10: *p28*), *PSMD10*, *FABP3* (fatty acid binding protein 3), *AMPK* (AMP-activated protein kinase) and *PRND* (prion protein 2) have been suggested to potentially contribute towards the migratory and morphological behavioral changes of tumor cells.

We also probed for any significant changes in the expression of other genes related to calreticulin chaperoning or calcium homeostasis. Our results showed significant overexpression of *ERp57*, *GRP78* and *GRP94* in *CRT*-knockdown breast cancer cells. These proteins are actively involved in protein chaperoning inside the ER. In addition, *ERO1A* which codes for an oxidizing enzyme involved in the regulation of the redox state of various ER proteins showed significant upregulation in *CRT*-knockdown genes. 

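*HSPA5*, *HSP90B1* and *PDIA3*, chaperones of the endoplasmic reticulum (ER), rose. The authors' deposited table gave *HSPA5* (GRP78), the ER member of the HSP70 family, a log2 fold change of 1.8 (SE 0.29, 95% confidence interval 1.20 to 2.40) and 1.5 at its other probe, and the p adjusted over genes was 0.00331. *HSP90B1* (GRP94), the ER member of the HSP90 family, was at 1.2 (SE 0.28, p adjusted over genes 0.0219) and 1.6 in the authors' deposited table. *PDIA3* (ERp57), the disulfide isomerase that works with calreticulin on glycoproteins, was at 1.4 (SE 0.37, p adjusted over genes 0.0417, and 0.055 in the authors' own adjustment) and at 1.3 and 1.1 at its other probes in the authors' deposited table. Of 36 ER chaperones and folding enzymes, listed before the data were examined, 18 rose, none fell and 18 did not pass the test, with 21 higher and 0 lower when adjusted over the list alone and 22 higher and 1 lower at an unadjusted p under 0.05. Among the members that the paper does not name, *PDIA4* was at 1.5 (SE 0.20), the co-chaperones *DNAJB9* and *DNAJB11* at 1.8 and 1.3, and *HERPUD1*, which acts in ER-associated degradation, at 1.3 in the authors' deposited table. The median log2 fold change of the list was 0.70, above that of every random list (adjusted p = 0.0008, permutation test with random lists), and its share of called genes was 50% against 4.01% of all genes (one-sided Fisher's exact test, adjusted p = 2.68e-15).

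**Figure D3:**
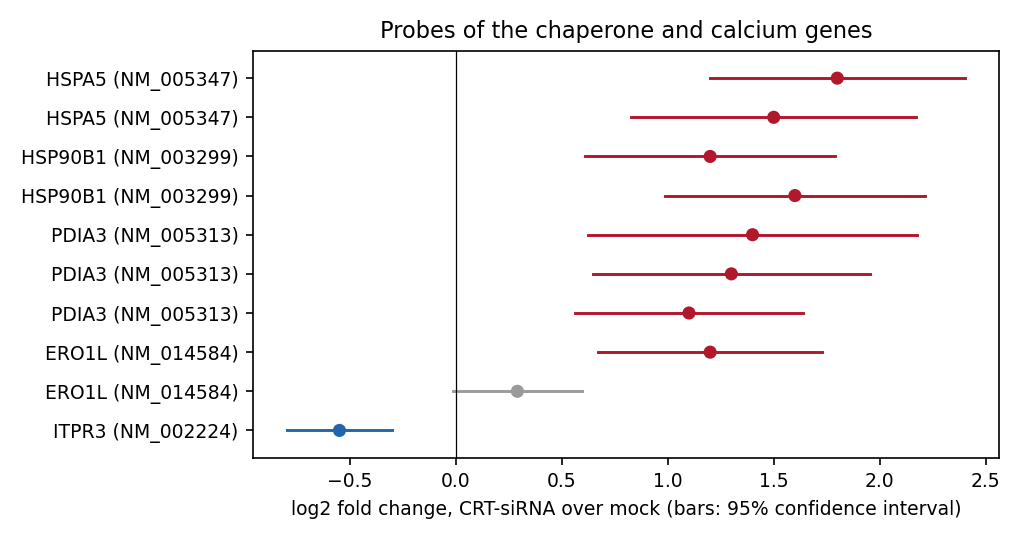
Every probe of the 3 chaperones, of *ERO1L* and of *ITPR3*. Points are log2 fold changes of *CRT*-knockdown over mock from the authors' deposited table (horizontal axis), bars are 95% confidence intervals, and colour marks an unadjusted p under 0.05 (red higher, blue lower, grey not reached). The 7 probes of *HSPA5*, *HSP90B1* and *PDIA3* lie between 1.1 and 1.8, and the grey probe is the second one of *ERO1L* at 0.29.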

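*ERO1L* (ERO1A), the oxidase that passes disulfide bonds to the protein disulfide isomerases, was measured by 2 probes. The brighter was at 1.2 in the authors' deposited table (SE 0.25, 95% confidence interval 0.67 to 1.73), with a p adjusted over genes of 0.0133. The other was at 0.29 in the authors' deposited table (SE 0.15, p 0.059), and with it alone the gene did not pass the test. *ERO1LB*, its paralog, also rose, with log2 fold changes of 0.84 (SE 0.22) and 0.56 at its 2 probes in the authors' deposited table, and it did not pass with the median over probes or the probe of smallest p (adjusted p 0.0884 and 0.0596) or in the authors' own adjustment (0.056).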

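*ITPR3* had a log2 fold change of -0.55 in the authors' deposited table (SE 0.12, 95% confidence interval -0.80 to -0.30), with a p adjusted over genes of 0.0148. With *PDIA3*, *HSPA5*, *HSP90B1* and *ERO1L*, it made up the 5 chaperone and calcium genes that were chosen by the study on these samples, of which 4 rose and 1 fell, both over all genes and when adjusted over the list alone. Their 10 probes included 8 that were higher and 1 that was lower at an unadjusted p under 0.05. Among 32 genes of calcium handling, listed before the data were examined, 3 fell and none rose. The other two were *ATP2A3*, a calcium pump of the ER, at -0.71 (SE 0.17) and *SRI* (sorcin), a calcium-binding regulator of channels and pumps, at -0.7 (SE 0.12) in the authors' deposited table, with other probes at -0.049 and -0.19, and neither passed with the median over probes. Adjusted over the list alone, 5 were lower and none was higher, and at an unadjusted p under 0.05, 5 were lower and 2 were higher.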

Finally, *ITPR3* which encodes the receptor for inositol 1,4,5-trisphosphate was downregulated in *CRT*-knockdown cells. ITPR3 contains a calcium channel and is involved in the release of intracellular calcium.

## Discussion

Our results demonstrate that the level of calreticulin expression in breast cancer is directly correlated with the invasiveness of the malignant lesions; represented by tumor stage/grade. This is in concordance with previous studies in which calreticulin overexpression was described in breast tumor epithelial cells, in which a correlation between calreticulin overexpression and the development of post-operative distant metastasis were reported [23, 24]. Calreticulin overexpression have also been reported in other malignant lesions such as esophageal squamous cell carcinoma [18], gastric cancer [19], pancreatic tumors [17], and even in melanoma cells [21].

The present study also reveals a significant upregulation of calreticulin in the stromal compartment of malignant tissues as compared to non-malignant tissues. To our knowledge, this is the first report that highlights the distinct calreticulin expression in the stroma of breast cancer. It is known that the growth and progression of malignant lesions entail the involvement of tumor stroma [25]. The stroma within the cancer microenvironment is usually subjected to different changes such as fibroblast activation, remodeling of extracellular matrix and finally angiogenesis [26]; where they are thought to act as a machinery for transforming the stroma into a protective microenvironment for metastasis [27]. Among the multiple inter players of the stroma/malignant cellular reaction, cancer-associated fibroblasts are drawing more attention as the receivers and creators of pro-tumorigenic signals [28]. In the present study, the characterization of calreticulin expression in breast cancer tissues shows the potential significance of its expression in the stroma.

The in vitro part of our study demonstrated that the migratory and invasive potential of *CRT*-knockdown MCF7 cells declined significantly as compared to the control groups. At the same time, MTT assay confirmed that these changes were not due to the alterations in the proliferative activity of the cells. These findings are in agreement with recent studies that indicate a role for calreticulin in conferring a pro-invasive and metastatic phenotype in a range of cancers, including breast adenocarcinoma [24, 29], gastric cancer [19], and esophageal squamous cell carcinoma [18].

Although the molecular mechanisms for cancer invasion and metastasis are not fully understood [30], different classes of proteins are involved or altered throughout this process. These proteins include cell adhesion molecules (CAMs) such as calcium dependent cadherin family, integrins and matrix proteases [31]. As calreticulin is also mainly involved in calcium homeostasis and protein chaperoning [5], several mechanisms can be proposed for its role in cancer initiation and progression. Calreticulin is able to prevent the anti-metastatic effects of estrogen receptor α (ERα) in breast cancer [29], induce cell migration and wound healing [32], as well as affect apoptosis through the regulation of calcium stores of the cell [11, 33, 34]. In addition, calreticulin effects on gene expression and cell adhesion are modulated indirectly through Ca^2+^ which makes it a central connector molecule inside a network of signaling pathways that are located in the endoplasmic reticulum [35]. On the cell surface, calreticulin regulates focal adhesion disassembly through the interaction with TSP/hep I complex suggesting it as an important component of the TSP signaling pathway that modulates cytoskeleton structure and supports the role in cell adhesion [36].

To propose a model of *CRT* gene interactions and related molecular pathways involved in conferring a more invasive breast cancer phenotype, further bioinformatic analysis was performed. Functional annotation of differentially expressed genes in *CRT*-knockdown cells revealed several dysregulated biological processes which can be suggested to be involved in calreticulin-associated pro-invasive effects. 

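The lists of calcium handling and estrogen response did not pass the test as groups. The median log2 fold change of the 32 calcium genes was 0.05 (adjusted p = 0.477, permutation test with random lists), and that of 28 estrogen response genes 0.04 (adjusted p = 0.622). One estrogen response gene rose, the growth factor amphiregulin (*AREG*), at 1.3 in the authors' deposited table (SE 0.26), and none fell, with 1 higher and 0 lower also when adjusted over the list alone and at an unadjusted p under 0.05. The paper's lists of estrogen and progesterone metabolism and pathways, with 24 and 27 measured genes, had 0 genes changed by the adjusted p over genes (0 higher and 0 lower, and 0 higher and 1 lower, at an unadjusted p under 0.05). Of 45 genes listed by the paper under extracellular region, 1 rose, *APOL2* at 0.89 (SE 0.20) with 0.26 at its other probe and no call with the median over probes, and 1 fell, *WNT6*, which was called on a very bright probe and was at -0.42 (SE 0.15) at its other probe, all in the authors' deposited table. Lymph node metastasis had 23 genes, of which *MAPRE1*, a protein of microtubule ends, rose, at 0.6 (SE 0.17) and 0.38 at its 2 probes in the authors' deposited table, but its call (p adjusted over genes 0.0489) was lost with centring, with the probe of smallest p, with the median over probes and in the authors' own adjustment (0.064). Transcription factor activity (28 genes) and oncogenesis (20 genes) had 0 changed genes, with 8 and 0 higher and 1 and 1 lower at an unadjusted p under 0.05. The study chose these lists on these samples, and adjusted over the list alone the counts were the same. Among markers of cell types, 1 of 11 luminal epithelial markers rose (*FOXA1*, at 0.45 at both of its probes in the authors' deposited table, SE 0.10 at the brighter, with no call with the median over probes) and none fell, at a median of -0.26 (adjusted p = 0.0969, permutation test with random lists), with 2 higher and 0 lower when adjusted over the list alone. Of 7 basal, 10 fibroblast and 10 leukocyte markers, 0 changed by the adjusted p over genes or adjusted over the list alone, with 0, 0 and 1 lower and none higher at an unadjusted p under 0.05.

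**Figure D4:**
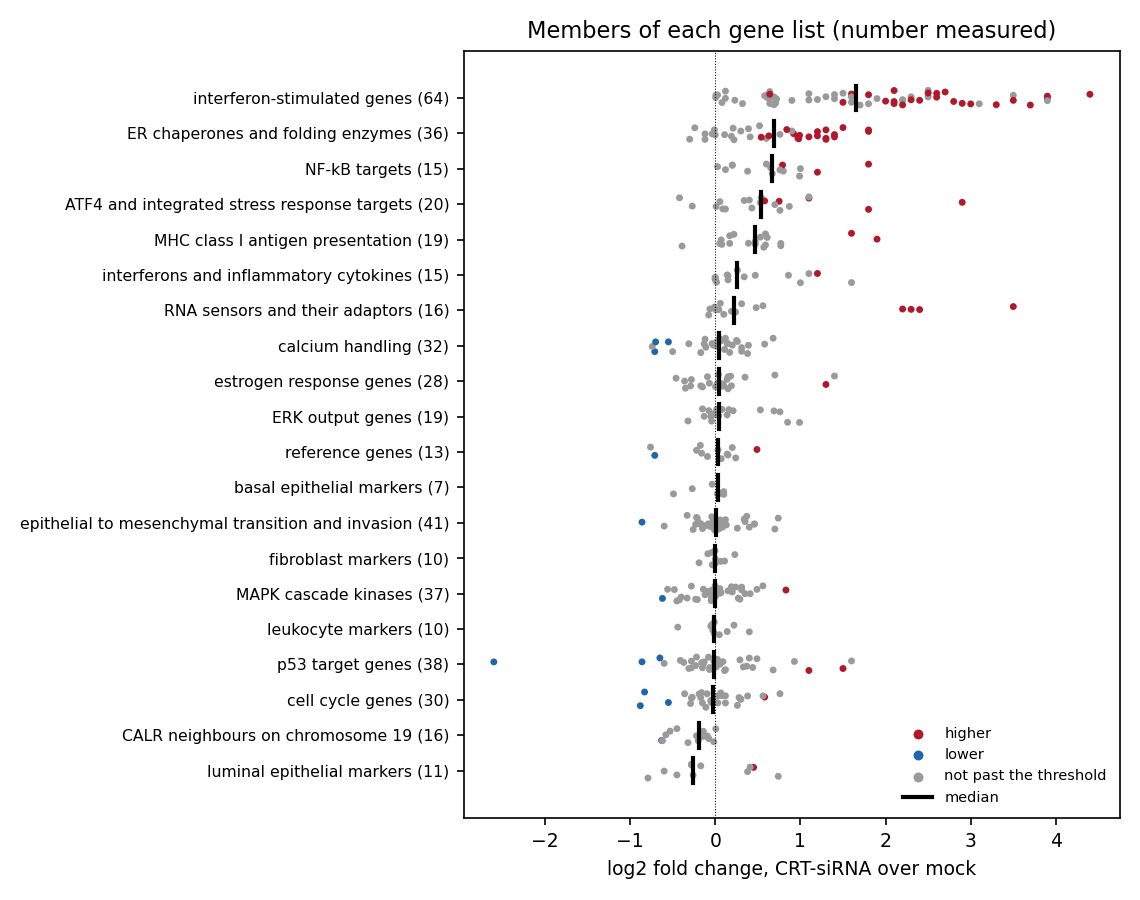
log2 fold changes (horizontal axis, *CRT*-knockdown over mock, from the authors' deposited table) of the members of each of the 20 lists fixed before the data were examined, with the number measured in parentheses. Each point is a gene, red or blue at an adjusted p under 0.05 over genes and grey otherwise, and the black bar is the median of the list. The medians run from 1.65 for interferon-stimulated genes to -0.26 for luminal markers, and the blue point at -2.6 is *BBC3*, called on a very bright probe.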

The most important dysregulated processes amongst the top gene ontologies were extracellular region, calcium homeostasis, DNA binding, regulation of transcription, estrogen metabolism and pathways, tumor progression, metastasis and cancer related processes. 

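Of the 9 genes of the p53 and MAPK pathways in Table 3, which the study chose on these samples, 0 rose and 0 fell at a Benjamini-Hochberg adjusted p under 0.05 over all genes, and the counts were the same when adjusted over the list alone. At an unadjusted p under 0.05, 1 gene was lower (*MAP2K6*) and none was higher. By the brightest probe 6 of the 9 lay above 0 and 3 below, and the median log2 fold change was 0.03. The 9 genes had 18 probes, of which 1 reached an unadjusted p under 0.05. *MAPK14* (p38 alpha) was at 0.0079 in the authors' deposited table (95% confidence interval -0.30 to 0.32) and at 0.034 and 0.16 at its other probes. The SE of *MAPK1* (ERK2) was 0.54, so that its value of 0.27 in the authors' deposited table, with 0.0079 at its other probe, has a wide interval from -0.87 to 1.41.

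**Figure D5:**
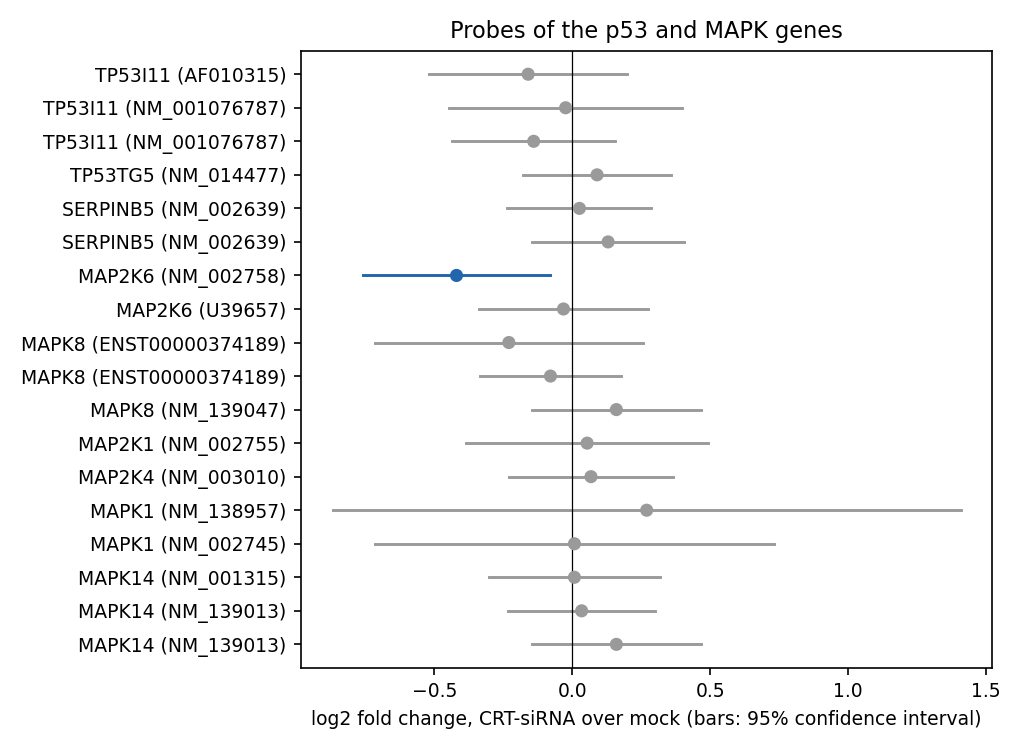
Every probe of the 9 genes of Table 3, with the transcript it matches. Points are log2 fold changes of *CRT*-knockdown over mock from the authors' deposited table (horizontal axis) and bars are 95% confidence intervals. The bars of 17 probes include 0 (grey), and 1 of the *MAP2K6* probes, in blue, lies below 0 at an unadjusted p under 0.05.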

As expected, among the genes that were significantly up or downregulated, there were components of important signaling pathways such p53 and MAPK (Table 3) in which their possible interactions with calreticulin may contribute towards a more invasive breast cancer phenotype.

**Table 3:** The fold-change in gene expression of p53 and MAPK related genes from the microarray-based whole genome expression analysis of *CRT*-knockdown of MCF7 cells

Pathway	Gene name	Systematic name	Log FC	p value
MAPK	*MAP2K6*	NM_002758	−0.37	0.00091
	*MAPK8*	ENST00000374189	−0.16	0.031
	*MAP2K1 (MKK1)*	NM_002755	−0.12	0.31
	*MAP2K4 (MKK4)*	NM_003010	−0.11	0.18
	*MAPK1 (ERK2)*	NM_138957	−0.01	0.96
	*MAPK14 (p38)*	NM_001315	−0.08	0.39
p53	*SERPINB5*	NM_002639	0.18	0.032
	*TP53I11*	NM_001076787	0.25	0.036
	*TP53TG5*	NM_014477	0.21	0.011

In the p53 pathway, active p53 functions as a transcription factor that upon sensing DNA damage or stress, will trigger a network of genes and their products such as TP53I11, TP53TG5 and SERPINB5 (maspin) that ultimately leads to cell cycle arrest, cellular senescence or apoptosis [37]. 

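*TP53I11*, a p53-induced membrane protein, was measured by 3 probes. The authors' deposited table gave -0.16 at the brightest (95% confidence interval -0.52 to 0.20), and -0.024 (SE 0.20) and -0.14 (SE 0.14) at the probes for NM_001076787. *TP53TG5*, a p53-induced inhibitor of growth, had a log2 fold change of 0.09 in the authors' deposited table (SE 0.13, 95% confidence interval -0.18 to 0.36). *SERPINB5* (maspin) was at 0.026 (95% confidence interval -0.24 to 0.29) and 0.13 (SE 0.13) at its 2 probes in the authors' deposited table. Over all genes, the adjusted p was 0.86 for *TP53I11*, 0.948 for *TP53TG5* and 0.997 for *SERPINB5*. The mean log2 intensities in the authors' deposited table were 8.5 for *TP53I11*, 6.5 for *TP53TG5* and 7 for *SERPINB5*, and for the last 2 genes such low signals limit what change could be seen.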

Our gene expression study confirmed that all these three p53 targets were significantly modulated following *CRT *knockdown in MCF7 cells (Fig. 7a). *TP53I11* is a tumor suppressor gene that is involved in apoptosis [38]. *TP53TG5* is a novel p53 target gene with cell cycle localization and growth suppressive effects in glioblastoma cells [39]. Finally, *SERPINB5* (maspin) is a powerful tumor suppressor gene that is regulated by p53 at the transcriptional level and inhibits cell motility, invasion, angiogenesis and metastasis [40]. SERPINB5 is downregulated in breast cancer [41], and has the ability to modify the motility of breast cancer cells in vitro by inhibiting Rac1/Cdc42 activity [42]. In addition, SERPINB5 can potently inhibit the development of brain metastasis of breast cancer [43].

**Fig. 7:**
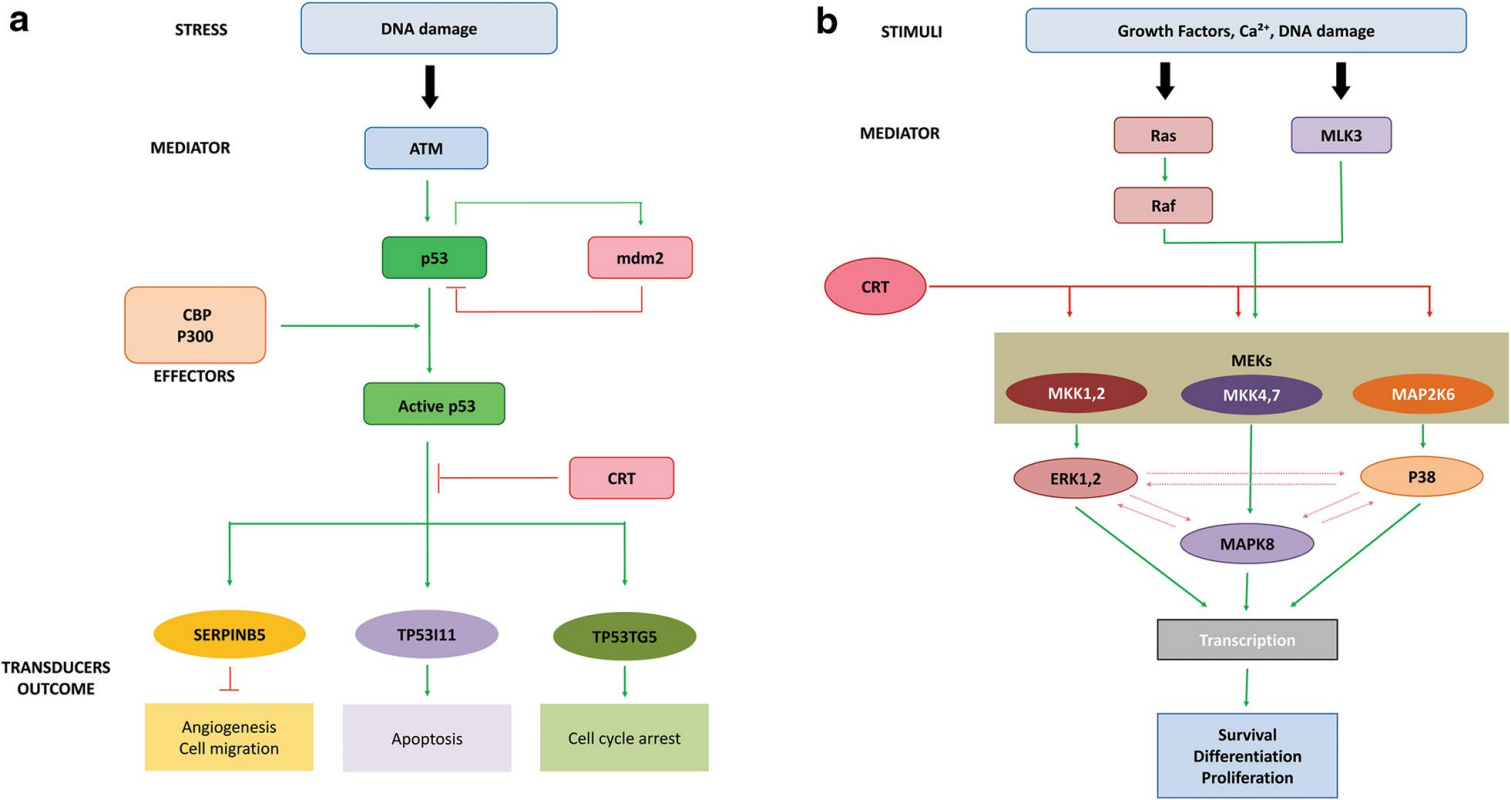
*CRT*-knockdown correlates with the modulation of p53 and MAPK pathways. **a** Possible role of calreticulin in the p53 pathway. Activated p53 suppresses the processes of tumor formation and progression through the activation of SERPINB5, TP53I11 and TP53TG5. Calreticulin possibly blocks p53 stimulatory effects of these processes. **b** Possible contribution of calreticulin in the MAPK pathway. MEKs are activated following the attachment of growth factors and other ligands to the surface receptors. This leads to the activation of sequential phosporylation processes, enhancement of transcriptional activities and finally regulation of gene expression. MAP2K6 and MAPK8 are two significantly modulated MAPKs following *CRT* knockdown (p < 0.05) while MKK1 and MKK4 have also shown some changes in their expression levels. Calreticulin possibly has a stimulatory effect on the production of MKKs

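*MAP2K6* (MKK6), a kinase that activates p38, had a log2 fold change of -0.42 in the authors' deposited table (SE 0.16, 95% confidence interval -0.76 to -0.08, p 0.019). Its p was 0.171 when adjusted over the 9 genes of Table 3 and 0.18 over all genes, and the probe for another transcript (U39657) was at -0.032 (SE 0.15) in the authors' deposited table. *MAPK8* (JNK1) was at -0.23 (SE 0.23, 95% confidence interval -0.72 to 0.26, p 0.31) and -0.079 at 2 probes of one transcript in the authors' deposited table and at 0.16 (SE 0.15) at the probe for NM_139047, which turns its direction. Over all genes the adjusted p of *MAPK8* was 0.814.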

Our novel finding; significant upregulation (p < 0.05) of the three p53 target genes following *CRT*-knockdown correlates with the inhibition of the migratory and invasive potential of breast cancer cells. Therefore, we postulate that calreticulin is possibly able to modify the inductive effects of activated p53 on its target genes. 

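A wider list of 38 p53 target genes did not move one way. At an adjusted p under 0.05 over genes, 2 rose, 3 fell and 33 did not pass the test. *GADD45A* and *PMAIP1* (NOXA), a growth arrest gene and an apoptosis gene that also respond to ER stress, rose, with log2 fold changes of 1.5 (SE 0.34) and 1.1 (SE 0.19) in the authors' deposited table. *CYFIP2* and *TP53INP1* fell, at -0.86 (SE 0.17) and -0.65 (SE 0.14) in the authors' deposited table, but the other probe of *CYFIP2* was at -0.2 (p 0.25) there and its call was lost with the median over probes. The third that fell, the apoptosis gene *BBC3* (PUMA), was called on a very bright probe, and its other probes were at 0.41 and 0.25 in the authors' deposited table. The targets most used to follow p53 activity, *CDKN1A* (p21) and *MDM2*, were at -0.065 (SE 1.08) and -0.23 (SE 0.16) in the authors' deposited table and did not pass the test, and the SE of *CDKN1A* leaves its direction open, with 0.39 at its other probe in the authors' deposited table. Adjusted over the list alone, 4 were higher and 4 lower, and at an unadjusted p under 0.05, 9 were higher and 5 lower. The median log2 fold change was -0.02 (adjusted p = 0.933, permutation test with random lists), and it turned to 0.05 with the median over the probes of each gene.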

The mechanism behind calreticulin-blocking effect on p53 target genes is not clear. However, it can be related to the changes in Ca^2+^ homeostasis as p53 has been reported to interact with other Ca^2+^ binding molecules such as S100A2 [44].

The activation of MAPK signaling through the extracellular signal related kinase pathway (ERK1, 2) and or stress activated kinase pathway (JNK/p38 MAPK) will lead to sequential phosphorylation events (Fig. 7b), activation of transcription factors and finally gene expression regulation [45]. Erk1 and 2 are the most relevant MAPK components for breast cancer development [46], while the level of activated p38 expression is reported to be associated with the presence of lymph node metastasis in breast cancer [47].

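Of 37 kinases of the MAPK cascades, listed before the data were examined, 1 rose, 1 fell and 35 did not pass the test at an adjusted p under 0.05 over genes. *MAPK6* (ERK3), an atypical MAP kinase, rose, with log2 fold changes of 0.83 (SE 0.19) and 1.2 at its 2 probes in the authors' deposited table. *MAPKAPK2*, the kinase that p38 activates, fell, at -0.62 (SE 0.17) in the authors' deposited table, with -0.15 at its other probe, and its call (p adjusted over genes 0.0499) was lost with centring, with the probe of smallest p, with the median over probes and in the authors' own adjustment (0.064). Adjusted over the list alone, 1 was higher and 4 were lower, and at an unadjusted p under 0.05, 5 were higher and 6 lower. The list's median log2 fold change was -0.0014 (adjusted p = 0.992, permutation test with random lists), and it turned to 0.015 with the median over the probes of each gene.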

Our results suggest that *CRT* down-regulation in MCF7 cells will result in significant downregulation (p < 0.05) of the expression levels of some of the components of MAPK pathway including *MAP2K6* and *MAPK8*. In addition, some of the other MAPK components such as *MEK1* and *MEK4* also showed reduction in their level of expression. These findings correspond to the significant decrease in the migratory and invasive potential of the cells. Therefore, calreticulin can be proposed to act as a potential inducer of the MAPK pathway. This can be supported by the fact that MAPK pathway activity is also modified by other Ca^2+^ homeostasis proteins such as Ras-GRF1, which is a Ca^2+^/calmodulin-dependent Ras-guanine-nucleotide-releasing factor [45], SERCA2 [48], and CaMKII (calcium/calmodulin-dependent protein kinase II gamma) [49].

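*MAP2K1* (MEK1) and *MAP2K4* (MKK4) had log2 fold changes of 0.054 (SE 0.21, 95% confidence interval -0.38 to 0.49) and 0.068 (SE 0.14, 95% confidence interval -0.23 to 0.37) in the authors' deposited table, each from a single probe, and neither was separable from no change. Genes that ERK signaling switches on were examined as well. Of 19 such ERK output genes, 0 rose and 0 fell by the adjusted p over genes or adjusted over the list alone, and 2 were higher and 0 lower at an unadjusted p under 0.05. Their median log2 fold change was 0.04 (adjusted p = 0.622, permutation test with random lists). The median SE of these genes was 0.25, larger than that of 85% of genes. Their log2 fold changes ran from -0.32 to 0.99, so that changes of moderate size are not excluded.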

## Conclusion

This study shows that calreticulin expression in breast cancer is correlated with the degree of invasiveness; especially when stromal expression is considered. Furthermore, calreticulin confers a more invasive breast cancer phenotype. We conclude that calreticulin is able to promote breast cancer migration and invasion through the transcriptional modulation of important genes and associated pathways such as MAPK and p53 signaling. These downstream genes that have an active contribution towards the malignant transformation of cancer cells are possibly the actual targets of calreticulin-associated pro-invasive effects and will need to be further evaluated in future studies.

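Of 41 genes of the epithelial to mesenchymal transition and invasion (cadherins, integrins, matrix proteases and their regulators), listed before the data were examined, none rose, 1 fell and 40 did not pass the test at an adjusted p under 0.05 over genes. The gene that fell was *ITGB4*, the integrin subunit of hemidesmosomes, at -0.86 in the authors' deposited table (SE 0.18). The counts were the same when adjusted over the list alone, and at an unadjusted p under 0.05, 4 were higher and 2 lower. The median log2 fold change of the list was 0.0047 (adjusted p = 0.933, permutation test with random lists). The median SE of these genes was 0.28, larger than that of 89% of genes, and their log2 fold changes ran from -0.86 to 0.74, so that changes of moderate size are not excluded. The paper proposes that calreticulin possibly modifies the effect of p53 on its targets and that it is a potential inducer of MAPK signaling. It concludes that calreticulin is able to promote migration and invasion by modulating genes of pathways such as these.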

## Methods

### Human breast tissue samples and breast cancer cell line

Fresh frozen breast cancer tissues for this study were obtained from Hospital Universiti Kebangsaan Malaysia. Ethics approval and patient informed consent including consent to participate in the study and consent to publish was obtained in written in accordance to the Universiti Kebangsaan Malaysia Research and Medical Ethics Committee (Approval No. FF-166-2004). Fresh frozen samples of infiltrating ductal carcinoma and adjacent normal tissues were collected from 12 patients who underwent breast surgery. The samples were snap frozen and stored at −80 °C until protein analysis was performed. Formalin-fixed paraffin-embedded (FFPE) samples were obtained from the Pathology Department of Milad Hospital, Tehran, Iran, courtesy of Dr. Saadat Molanaii. These included 10 non-malignant and 38 malignant samples. Non-malignant samples were mainly from fibrocystic changes of the breast while all of the malignant tissues were diagnosed as ductal carcinoma. Malignant samples were stratified based on the grade as well as the stage of the tumors. MCF7 cell line was purchased from the American Type Culture Collection (ATCC) and used for the in vitro part of this study,

### Two-Dimensional Gel Electrophoresis

For the first dimension, 17 cm pH 4–7 L IPG strips (Bio-Rad, Hercules, CA, USA) were used. The samples were passively rehydrated overnight using a rehydration buffer containing 7 M urea (Bio-Rad), 2 M thiourea (GE healthcare, Uppsala, Sweden), 2 % CHAPS (GE Healthcare), 1 % IPG buffer (pH 4–7) (GE healthcare), 0.2 % DTT (Bio-Rad) and bromophenol blue (Bio-Rad). The rehydrated IPG strips were focused using PROTEAN IEF cell (Bio-Rad). The current was applied in 3 steps; 250 V was applied in linear ramp for 20 min, then 10,000 V for 2.5 h in linear ramp and finally, the current increased rapidly to 40,000 V/hr when the isoelectric focusing was achieved. The strips were stored at −80 °C until the second dimension gel electrophoresis was performed. Strips were then equilibrated in two steps for 15 min each using an equilibration buffer consisting of 0.1 M Tris HCl (Amresco, Solon, OH, USA) pH 8.8, 6 M urea (Bio-Rad) 30 % Glycerol (GE Healthcare), 4 % SDS (GE Healthcare), 0.002 % Bromophenol Blue (Bio-Rad). In the first step of equilibration, 26 mM DDT (Bio-Rad) was added to the buffer, while 0.38 M of Iodoacetamide (Bio-Rad) was added to the buffer in the next step. The second dimension was then performed on 10 % SDS–polyacrylamide gels.

### Gel staining and analysis

The gels were stained with silver staining and scanned using the GS-800 Calibrated Densitometer (Bio-Rad). The PDQuest software 7.3 (Bio-Rad) was used for differential analysis of the gels. The spots with at least a twofold increase were picked manually and stored at 4 °C until in-gel digestion was carried out.

### Protein identification by MALDI-TOF MS

The excised spots were destained by first washing with a digestion buffer (25 mM ammonium bicarbonate) and then with 50 % acetonitrile digestion buffer. These steps were repeated three times. Digestion was performed with sequencing grade trypsin (Promega, Madison, WI, USA) at 37 °C overnight. The resulting tryptic peptides were extracted from the gels, then desalted and concentrated with C18 ziptip (Millipore, Billerica, MA, USA) before spotting for matrix-assisted laser desorption ionization-time-of-flight (MALDI-TOF) analysis.

### Immunohistochemistry

Immunohistochemistry was performed to evaluate histological expression of calreticulin using a mouse monoclonal [FMC 75] antibody (Abcam, Cambridge, UK) through the following protocol: 0.4 µ tissue sections were mounted on polysine-coated slides (Menzel, Berlin, Germany). After dewaxation and dehydration, heat induced antigen retrieval was done using Tris–EDTA buffer (pH: 9.0) for 10 min in sub-boiling conditions. This was followed by internal peroxidase inhibition with 3 % H2O2 for 10 min, blocking with 5 % BSA for 2 h, and then treatment with a primary antibody (anti-calreticulin) for 45 min at a concentration of 0.15 µgr/mL. For detection, Real™ EnVision™ Detection System (Dako, Glostrup, Denmark) was used for 30 min followed by chromogen staining using diaminobenzidine (DAB) for 10 min and finally counterstained by hematoxylin. All the procedures were carried out at room temperature.

### Scoring the IHC results

An independent committee blinded to pathologic details of the specimens was assigned to score the IHC results. Three different histological areas of each malignant tissue including glandular, invasive and stromal parts were examined. These scores were calculated based on the intensity of the brown staining (1–3 plus) as well as the proportion of stained cells in glandular epithelium (<50 % = 0, 70–50 % = 1, 90–70 % = 2 and >90 % = 3) as well as stroma (<10 % = 1, 10–50 % = 2 and >50 % = 3).

### RNA isolation & cDNA synthesis

Total RNA extraction was performed using RNeasy mini kit (Qiagen, Valencia, CA, USA) following the manufacturer's protocol. The concentration and quality of RNA were examined by measuring the absorbance ratios at 260 nm and 280 nm using the NanoDrop 2000 spectrophotometer (Thermoscientific, West Palm Beach, FL, USA) and running the samples on 1 % agarose gel, respectively. Finally, the RNA samples were reverse transcribed into cDNA using the Revert Aid™ H minus First Strand cDNA Synthesis kit (Thermoscientific) according to the manufacturer’s instructions.

### Real-time PCR

The expression level for *CRT* as the gene of interest and *beta actin* as the housekeeping (reference) gene were examined using the SensiMix*Plus* SYBR kit (Quantace, London, UK) and then quantified based on the standard curve method. The primers were designed in a manner to amplify only the cDNAs compatible to the mRNA sequence but not the genomic sequence. The sequences of the primers for *CRT* are as follows: GGCGGCACCACCATGTACCCT (forward) and AGGGGCCGGACTCGTCATACT (reverse) while that for *beta-actin* are CTTCAAGGAGCAGTTTCTGG (forward) and GCTTGTCTGCAAACCTTTATC (reverse). The protocol for PCR was as follows: initial denaturation at 95 °C for 10 min, denaturation at 95 °C for 30 s, annealing at 52 °C (59 °C for beta actin) for 30 s, elongation at 72 °C for 45 s, and final elongation at 72 °C for 10 min. The reaction was run for 35 cycles.

### Protein isolation

MCF7 cells were cultured until they reached 70–90 % confluence and were then lysed with a solution of 40 mM Tris (GE Healthcare, WI, USA), 7 M urea (Invitrogen, Carlsbad, CA, USA), 2 M thiourea (Invitrogen), 4 % CHAPS (Invitrogen), 65 mM Dithiothreitol (Invitrogen), 1 mM EDTA (Amresco) and 10 μl of Halt Protease Inhibitor Cocktail (Thermoscientific).

### Western blot

The isolated proteins were run on 12.5 % polyacrylamide resolving gel and then transferred to a PVDF membrane and treated with the primary antibody at 4 °C overnight either using 1:200 dilution of mouse monoclonal antibody against human calreticulin 1G6A7 (Santa Cruz Biotechnology, Santa Cruz, CA, USA) or 1:10,000 dilution of mouse monoclonal [Ac-15] antibody against human beta actin (Genetex, Irvine, CA, USA). This was followed by an incubation in 1:2500 dilution of the secondary antibody (ImmunoPure Goat Anti-Mouse IgG, (H + L), Peroxidase Conjugated, Thermoscientific). The detection was carried out by a chemiluminescence method using SuperSignal West Pico Chemiluminescent Substrate (Thermoscientific).

### siRNA gene knockdown

For *CRT* knockdown, ON-TARGET*plus* SMARTpool (Thermoscientific) and *DharmaFECT* 1 as the transfection reagent were used. Three controls were included in the experiment including untreated, negative and mock controls. For negative control (NC), ON-TARGET*plus* SMARTpool was replaced by non-targeting pool of siRNA. In mock control (M), ON-TARGET*plus* SMARTpool was replaced by equal amounts of antibiotic- and serum-free media. Finally, ON-TARGET*plus* SMARTpool and *DharmaFECT* 1 were replaced by antibiotic- and serum-free media in the untreated control (UT). For mRNA analysis, cells were harvested 36 h post-transfection while protein extraction was carried out at 72 h post-transfection.

### MTT assay

MCF7 cells were cultured on 96-well plates in triplicates containing *CRT*-siRNA transfected or related control groups. At 24 h post-transfection, 20 μl of 5 mg/ml MTT solution was added to each well and incubated for 3.5 h at 37 °C and 5 % CO_2_. The content of each well was then replaced with 100 μl of DMSO (dimethyl sulfoxide). The plate was covered with an aluminium foil and agitated in an orbital shaker at room temperature for 15 min. Finally, the absorbance was read at 590 nm with a reference filter at 620 nm using an ELISA reader.

### Migration assay

Four triplicates of MCF7 cells were grown on 12-well plates and incubated at 37 °C and 5 % CO_2_ until the cultures reached 70 % confluency. Two sets of cells were transfected with *CRT*-siRNA and the cultures were kept at 37 °C and 5 % CO_2_ for another 72 h. Then, 10 μg/ml mitomycin C (Merck, Whitehouse Station, NJ, USA) was added to one set of each triplicate (both siRNA treated and untreated). After 2 h, a longitudinal scratch was made on the central line of each well alongside the pre-applied marks at the bottom of each plate. Using a microscope with an attached camera (Leica, Wetzlar, Germany), images were captured from the specified marked loci of the gaps that were produced by the scratch on the monolayer of cells. Image capturing was repeated at certain time points including 0, 3, 6, 10, 15, 20, 24, 28, 32 and 36 h post-scratching. Finally, the diameter of the gap was measured in three different loci of each replicate at the specified marked areas using the Nis-Elements imaging software version 3.00 SP7. The average readings were calculated and the proportion of differences in the gap diameter at 0 and 20 h were used to compare the migratory potential of the different groups.

### Invasion assay

At 48 h post-transfection, the media was replaced by serum-free DMEM overnight to simulate starving conditions. The following day, cells were harvested and diluted at a concentration of 1 × 10^5^ cells/mL. The lower compartment of BD companion plates (BD, Franklin Lakes, NJ, USA) were filled with 750 μl of DMEM including 10 % FBS. Then, matrigel-coated inserts were placed inside the wells and 500 μl of cell suspension (5 × 10^4^ cells) was added into each well and incubated at 37 °C and 5 % CO_2_ for 24 h. The inserts were then incubated in 100 % methanol for 10 min, washed in PBS twice and stained in hematoxylin for 2–5 min. Finally, the filter membranes were cut and mounted on slides using DPX (Merck). The total number of invaded cells in 10 random HPF was counted at 10× magnification of a light microscope.

### Genome wide expression analysis

A triplicate hybridization of *CRT*-siRNA transfected MCF7 cells versus mock control was prepared and total RNA was extracted 36 h post-transfection. Only RNA samples with high quality (A260/A280 and A260/230 were set at ≥1.8 and ≥1.5, respectively) were picked for further evaluation. Agilent Whole Human Genome Microarray 4 × 44 K G4112F (Agilent, Palo Alto, CA, USA) which, consisted of 43,376 oligonucleotides was used for expression profiling. The preparation of expression arrays, hybridization process and scan readings were carried out by Oxford Gene Technology (Oxfordshire, UK). The microarray data was deposited in NCBI’s Gene Expression Omnibus [50] and is accessible through GEO Series accession number GSE44371.

### Statistical analysis

For the IHC results, one-way ANOVA followed by post hoc test (Duncan option) was used. In other experiments, independent Student’s t test was used to determine any statistical significance of the results.

## Additional files

10.1186/s12935-016-0329-y Protein identification of the excised spots.
10.1186/s12935-016-0329-y Relative quantification of *CRT *expression in MCF7 cells.
10.1186/s12935-016-0329-y Migration assay results.
10.1186/s12935-016-0329-y Invasion assay results.
10.1186/s12935-016-0329-y The most important gene ontologies related to a subset of significant dysregulated genes.

## Abbreviations

CRT: calreticulin
2D: two dimensional
MALDI-TOF: matrix-assisted laser desorption/ionization time of flight
FFPE: formalin-fixed paraffin-embedded
ER: endoplasmic reticulum
siRNA: small interfering RNA
HPF: high power field
qPCR: quantitative polymerase chain reaction
IDC: intra ductal carcinoma
IHC: immunohistochemistry
nm: nanometer

# Supplementary material for: Calreticulin mediates an invasive breast cancer phenotype through the transcriptional dysregulation of p53 and MAPK pathways
**Source:** Cancer Cell Int. 2016 Jul 13;16:56. doi: 10.1186/s12935-016-0329-y
**Supplement:** Supplementary file 1 — 10.1186/s12935-016-0329-y Protein identification of the excised spots.

**Table S1. Protein identification of the excised spots.**

| **Spot** | **Protein Identified** | **Expression in tumor tissues** | **pI** | **M. Wt (kDa)** | **Coverage (%)** |
| --- | --- | --- | --- | --- | --- |
| 1 | Tumor rejection antigen (gp96) | **↑** | 4. 8 | 92.45 | 24.4 |
| 2 | Calreticulin precursor | **↑** | 4.3 | 48.12 | 30.7 |
| 3 | Chaperonin ( HSP60) | **↑** | 5.7 | 61.04 | 31.4 |
| 4 | T-complex protein 1 (TCP1) | **↑** | 6.0 | 60.33 | 14.7 |
| 5 | Transferrin | **↑** | 7.1 | 77.06 | 15.0 |
| 6 | Protein tyrosine phosphatase | **↓** | 7.0 | 84.46 | 14.9 |
| 7 | Collagen α 1 (VI) precursor | **↓** | 5.3 | 108.51 | 10.0 |
| 8 | Leukocyte-derived arginine aminopeptidase short form | **↓** | 5.8 | 60.92 | 11.1 |
| 9 | Cytokine induced apoptosis inhibitor 1 | **↑** | 5.5 | 39.98 | 20.2 |
| 10 | Actin γ 2 (ACTG2) | **↓** | 5.3 | 41.86 | 29.8 |

The table lists the excised spots from normal and tumor tissues of infiltrating ductal carcinoma, in which 6 spots were found to be over-expressed and 4 spots were down-regulated in tumor tissues.

# Supplementary material for: Calreticulin mediates an invasive breast cancer phenotype through the transcriptional dysregulation of p53 and MAPK pathways
**Source:** Cancer Cell Int. 2016 Jul 13;16:56. doi: 10.1186/s12935-016-0329-y
**Supplement:** Supplementary file 2 — 10.1186/s12935-016-0329-y Relative quantification of CRT expression in MCF7 cells.

**Table S2. Relative quantification of CRT expression in MCF7 cells.**

| **Group** | **CRT**  **(CT)** | **SD** | **CRT Con.**  **(ng/μL)** | **Beta Act.**  **(CT)** | **SD** | **Beta act. Conc.**  **(ng/μL)** | **CRT/Beta actin**  **(Con.)** | **X-folds**  **to calibrator** | **% of CRT**  **expression** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **treated control** | 11.44 | ±0.04 | 278.46 | 7.14 | ±0.09 | 412.56 | 0.67 | 1.00 | **100.00** |
| **CRT-siRNA treated** | 14.47 | ±0.02 | 34.00 | 7.15 | ±0.12 | 410.89 | 0.08 | 0.12 | **12.26** |
| **Mock control** | 12.39 | ±0.07 | 144.09 | 8.07 | ±0.01 | 198.79 | 0.69 | 1.03 | **102.92** |
| **Negative control** | 12.43 | ±0.03 | 140.13 | 8.06 | ±0.13 | 200.26 | 0.68 | 1.01 | **101.45** |

Table shows the relative expression of CRT gene in CRT-siRNA knockdown cells and control groups. Each group consists of an experimental triplicate. The CRT-siRNA transfected group shows more than 87% knockdown.

# Supplementary material for: Calreticulin mediates an invasive breast cancer phenotype through the transcriptional dysregulation of p53 and MAPK pathways
**Source:** Cancer Cell Int. 2016 Jul 13;16:56. doi: 10.1186/s12935-016-0329-y
**Supplement:** Supplementary file 3 — 10.1186/s12935-016-0329-y Migration assay results.

**Table S3. Migration assay results.**

| **Groups** | **Gap diameter at 0 hr (a)** | **Gap diameter at 20 hr (b)** | **a/b** | **% of closure** | **SD** |
| --- | --- | --- | --- | --- | --- |
| Untreated MCF7 | 500.6 | 127.4 | 4.0 | 74.4 | ±4.2 |
| CRT-siRNA | 556.3 | 248.4 | 2.3 | 55.5 | ±6.4 |
| Mitomycin | 504.6 | 146.4 | 3.7 | 71.4 | ±5.9 |
| CRT-siRNA + Mitomycin | 520.5 | 174.1 | 3.3 | 67.1 | ±6.8 |

Table shows the average percent of gap closure at 20 hours post-scratches.

# Supplementary material for: Calreticulin mediates an invasive breast cancer phenotype through the transcriptional dysregulation of p53 and MAPK pathways
**Source:** Cancer Cell Int. 2016 Jul 13;16:56. doi: 10.1186/s12935-016-0329-y
**Supplement:** Supplementary file 4 — 10.1186/s12935-016-0329-y Invasion assay results.

**Table S4. Invasion assay results.**

| **Groups** | **Mean Cell counts (10 HPF)** | **SD** |
| --- | --- | --- |
| **Control MCF7** | **52.6** | **± 2.2** |
| **CRT-siRNA** | **31** | **± 3.1** |
| **Negative control** | **4.93** | **± 2.5** |

Table shows the mean counts of invaded cells through matrigel filter membrane per 10 high power fields (HPF) microscopy.

# Supplementary material for: Calreticulin mediates an invasive breast cancer phenotype through the transcriptional dysregulation of p53 and MAPK pathways
**Source:** Cancer Cell Int. 2016 Jul 13;16:56. doi: 10.1186/s12935-016-0329-y
**Supplement:** Supplementary file 5 — 10.1186/s12935-016-0329-y The most important gene ontologies related to a subset of significant dysregulated genes.

**Table S5. The most important gene ontologies related to the subset of significant dysregulated genes.**

| **Ontology** | ***Related dysregulated genes (p<0.05)*** | |
| --- | --- | --- |
| Extra Cellular Region | | *ACPL2, ADAM28, ADAMTSL3, APOL2, ARSF, ART5, C2orf69, CEACAM1, CNTNAP3, COL4A4,CPA5, DEAF1, EGFR, EMID1, EPGN, ERAP1, ERBB3, GDF6, IL25, ITIH2, KLK13, LGI4, LOC339240,LYG1, MIA, OMD, OTOA, PCSK6, PGLYRP2, PI15, PROCA1, PROL1, PTGFR, REG3A, REN, SAA3P,SCUBE1, SERPINB5, SPACA3, TAC1, TRYX3, VWF, WFDC11, WNT6, XYLT1* |
| Protein binding | | *ADAR, B2M, BMP7, BST2, BTG2, C1orf38, C3, CAPN1, CEACAM1, CP, CRELD1, DDX58, DSC1, EIF2AK2,ETV4, ETV7, FAM3C, GBP1, HLA-B, HLA-C, HLA-F, HSP90B1, HSPA5, ICAM1, IFI27, IFI6, IFIH1, IFIT3, IL15,IRF1, IRF7, IRF9, ISG15, LAMP3, LAP3, LGALS3BP, LMO2, LTB, MAP3K5, MAPK3, MLL, MLL4, MUC5AC,MX1, OAS1, OAS3, ONECUT2, PDIA3, PML, PNPT1, POLQ, PSMB8, PSMB9, RARRES3, RBBP6, S100A9,SERPINA3, SMG1, SMPD3, SOCS1, SP100, STAT1, TAP1, TMPRSS4, TNFSF10, TRIM25, UBD, UBR4, XAF1,AFF4, AGAP2, AMOTL1, ARG2, ARL4A, ARL6IP6, ATP1B3, BCL2, BMPR1B, C11orf17, CALR, CCR1, CCT5,CDC42, CDC42SE2, CFTR, CMBL, CNGB3, COMMD1, COMMD3, CSTF3, CUL4A, DBF4, DLX2, EIF2C3, EPB41,ERC2, ERGIC1, EXOSC2, FANCF, FEZ2, FLCN, FMNL3, GNA13, GRK5, HDAC4, HIST2H2BE, HSPD1, KHK,KLHL23, KLHL29, KLHL7, KLK8, KRT13, KRT15, KRT35, KRT78, LCK, MAP2K6, MNT, MTMR7, NELL2, NGLY1,NUFIP1, NUMB, OAZ1, PARD6A, PCBD2, PHF17, PM20D2, PRMT2, PSMD10, PSPH, PTPN1, RAN, RNF125,RNF219, RSL1D1, SEC61B, SIAH2, SYN3, SYTL5, TAF11, TAF3, TCEA1, TCTEX1D2, TMEM48, TPM3, TRIM35,TRIM37, TRIM59, TRIM9, TSN, UBE2L3, USHBP1, WDR12, WIPF1, ZBTB2, ZBTB41, ZC3H7B, ZNHIT6* |
| DNA Binding | | *AKAP8L, ARID3B, ARID4B, CHD7, E2F6, EP400, ETV5, HIC2, HMGA1, HUWE1, KHSRP, MLL3, MLXIP,MYO18A, NR4A1, OVOL1, PML, POU5F1, PRIC285, PRKDC, RARG, RBCK1, RYBP, SALL4, SETX,SRCAP, TBRG1, TNRC18, TRIM33, ZNF100, ZNF429, ZNF493, ZNF66, ZNF680, ZNF768* |
| Regulation of Transcription | | *ARID3B, ARID4B, BRWD1, CAND1, CHD7, CRY2, FRYL, GTF2I, HIC2, JHDM1D, KHSRP, MACC1,MAMLD1, MOV10, MYCBP2, OVOL1, PHF11, PLAGL2, PRIC285, RYBP, SALL4, SETD1B, SRCAP,SUV420H2, TRRAP, ZMYM2, ZNF493, ZNF768* |
| Transcription Factor Activity | | *ARID3A, C5orf41, CBFA2T3, E2F5, E2F6, EGR4, ESR1, ETV5, GLI3, GTF2I, HHEX, HMGA1, MAFF,NFAT5, NFE2L3, NR4A1, PBX4, PLAGL2, POU5F1, RARG, RBCK1, RUNX2, SIX4, SOLH, SPEN,STAT2, ZFHX2, ZNF500* |
| Estrogen Metabolism and Pathways | | *ADH1A, ADIPOQ, CA6, CHRNA4, CRABP1, CRHBP, CTSE, CYP19A1, DRD2, ESRRG, GAL3ST1, GPD1, GRIN2B, HLA-G, HTR4, IL10, LEFTY2, MAP2, MAPK8, NPY2R, NUP43, SLC6A2, SLCO1A2, SNAP25* |
| Progesterone Metabolism and Pathways | | *ADIPOQ, ATM, CA6, CCR3, CHRM2, CHRNA4, CRABP1, CRHBP, CTSE, CYP19A1, DRD2, GPD1, HLA-G, IL10, LEFTY2, MAP2, MAPK8, NPY2R, NUP43, PCMT1, PSMD4, RELN, SERPINB5, SLC6A2, SNAP25, TTF2, TWIST1* |
| Cancer | | *ADAR, B2M, BMP7, BST2, BTG2, C1orf38, C3, CAPN1, CEACAM1, CP, CRELD1, DDX58, DSC1, EIF2AK2, ETV4, ETV7, FAM3C, GBP1, HLA-B, HLA-C, HLA-F, HSP90B1, HSPA5, ICAM1, IFI27, IFI6, IFIH1, IFIT3, IL15, IRF1, IRF7, IRF9, ISG15, LAMP3, LAP3, LGALS3BP, LMO2, LTB, MAP3K5, MAPK3, MLL, MLL4, MUC5AC, MX1, OAS1, OAS3, ONECUT2, PDIA3, PML, PNPT1, POLQ, PSMB8, PSMB9, RARRES3, RBBP6, S100A9,SERPINA3, SMG1, SMPD3, SOCS1, SP100, STAT1, TAP1, TMPRSS4, TNFSF10, TRIM25, UBD, UBR4, XAF1,ZFHX3, AGAP2, AKR1C3, ARG2, ARL6IP5, BCL11A, BCL11B, BCL2, BMPR1B, CALB2, CALCRL, CALR, CAP2, CCR1,CDC42, CFTR, CGA, CPOX, CXCL14, CYP3A5, DBF4, DHFR, DYX1C1, EHHADH, EPHX2, FANCF, FGL1, FLCN,FLG, GLRX, GRK5, GSTA3, HDAC4, HIST2H2BE, HSPA14, HSPD1, KHK, KLHL7, KLK2, KLK8, KRT13, KRT15,LCK, MAPRE2, MBP, MINA, MNT, MYH14, NEK4, NQO2, NUMB, OAZ1, PARD6A, PIGF, PLA1A, POLH, PPP2R2B,PSMD10, PSPH, PTPN1, RAN, RAP1GDS1, RNASE1, SOAT1, SPANXA1, TACC2, TACR3, TARP, TCEA1, TSN,UGT2B7, USHBP1* |
| Breast Cancer | | *ABCA1, B2M, BMP7, BTG2, C1orf38, CAPN1, CEACAM1, CP, DDX58, EIF2AK2, ETV4, ETV7, HSP90B1,HSPA5, ICAM1, IFI27, IL15, IRF1, IRF7, IRF9, ISG15, LAMP3, LGALS3BP, LMO2, MAP3K5, MAPK3, MLL,MUC5AC, MX1, PML, RARRES3, S100A9, SERPINA3, SMG1, SMPD3, SOCS1, SP100, STAT1, TAP1, TNFSF10, TRIM25, UBE2L6, ZFHX3, AKR1C3, BBS9, BCL2, BMPR1B, C11orf17, CALR, CCR1, CCT5, CDC42, CFTR, CGA, CPOX, CUL4A, CXCL14,CYP3A5, CYP4Z2P, DBF4, DHFR, DYX1C1, EPHX2, FANCF, FLCN, FMNL3, GLRX, GSTA3, HIST2H2BE, HSPA14, HSPD1, KLK2, KRT13, KRT15, LCK, MAP2K6, MBP, MNT, MYH14, NEK4, NQO2, NUMB, PARD6A, PPP2R2B,PTPN1, RAN, RNASE1, SOAT1, SPANXA1, SRI, TACC2, TARP, UGT2B7, WIPF1* |
| Tumor Progression | | *ABCA1, BMP7, CAPN1, CEACAM1, EIF2AK2, ETV4, ETV7, HSP90B1, HSPA5, ICAM1, IFI27, IL15, IRF1, LAMP3, LGALS3BP, LMO2, MAPK3, MUC5AC, PML, POLQ, S100A9, SERPINA3, SMG1, SOCS1, STAT1,TMPRSS4, TNFSF10, TRIM25, XAF1, ADIPOQ, ATM, CA6, CBL, CYP19A1, DRD2, EDA, FABP3, GLYATL1, GPLD1, GRIN2B, HLA-G, IL10, MAP2, MAPK8, MAX, MYO18B, OCA2, PRKAA2, PRND, PSMD4, SERPINB5, TERF2IP, TTF2, TWIST1* |
| Solid Tumors | | *B2M, BST2, CEACAM1, CP, ETV4, ETV7, HSP90B1, HSPA5, ICAM1, IFI27, IFIT3, IL15, IRF1, LMO2, MLL,MLL4, MUC5AC, PML, SMG1, SOCS1, STAT1, TNFSF10* |
| Lymph Node Metastasis | | *ADAM28, ATP2A2, BRAF, CCND2, CCNL1, CEACAM1, EGFR, ERAP1, ERBB3, ERBB4, FOXP3,HOXC6, MAPK7, MAPRE1, MGAT3, PTK2B, S100A1, SERPINB5, TGFB1, TP73, TRIM25, TSHR,VWF* |
| Oncogenesis | | *AKT3, BRAF, CCND2, CSNK2A1, EGFR, ERBB3, ERBB4, ERG, FOXP3, MAPK7, MLL, NF1, NSD1, PTK2B, REN, SERPINB5, TAP2, TGFB1, TP73, TSHR* |

Each of the ontologies is related to a localization, cellular process or disease and includes a subset of statistically up/down-regulated genes.

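Table S5 groups the genes that the study called up- or downregulated by ontology, so that a gene can stand under several headings. Membership comes from annotation databases and the literature, and the table gives no fold change or p-value for its genes. A heading states what its genes are annotated to, and the direction of each gene has to be read from the array values.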

How the deposited data were processed for this re-analysis (not part of the article)

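RNA of MCF7 cells transfected with siRNA against *CRT* and of mock control cells was compared 36 h after transfection on 3 two-colour Agilent arrays, with the *CRT*-knockdown cells in Cy3 on 2 arrays and in Cy5 on 1. Hybridisation and scanning were carried out by a service company. No values of single arrays were used here. The values came from the authors' deposited table of the comparison, which holds for each probe a log fold change, a mean log intensity, a moderated t statistic and a log odds score, a p-value and the authors' adjusted p-value. The authors' log2 fold changes and mean log2 intensities were taken to be on base 2, and the ratio to be *CRT*-knockdown over mock, on the grounds given with the description of the arrays. The background correction, the normalization, the software and its version, and the number of arrays in the fit behind the deposited scores and p-values are not given in the sources used here. The adjusted p-values fitted an adjustment by the authors over about 45833 spots.

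The deposited table had 41089 lines, of which 93 were control spots and were left out. The remaining 40996 lines held 40992 different probes, since 3 probes were listed more than once (7 lines) and were averaged. Of these probes 10644 carried no gene symbol and entered only counts of all probes. The other 30348 gave 19748 genes, of which 7724 had several probes. A gene was represented by its probe with the highest mean intensity, and for 730 genes with tied means the first by probe name was taken. Gene names are those of the array, of which 15425 were current symbols and 2651 older symbols in a RefSeq gene table of GRCh38.p14, and the accession of the brightest probe was found there for 16844 genes. That table was used only for names and for which genes neighbour each other.

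The SE of each probe was its deposited log2 fold change divided by its t, and 95% confidence intervals used 17 degrees of freedom, the number that links the deposited t and p-values. As the table gives 2 significant digits, these are approximate, most of all where t is close to 0. The authors' p-values were adjusted again over the 19748 genes by the Benjamini-Hochberg method, with a threshold of 0.05, and counts at an unadjusted p under 0.05 were kept beside them. Median log2 fold changes of 20 gene lists were placed among 10000 random lists of the same size, matched on mean intensity in 10 bins (two-sided, smallest possible p 0.0002, adjusted over the lists), and the share of called members was compared with other genes by a one-sided Fisher's exact test. Such tests treat genes as independent, which genes of one pathway are not, so that the p-values of lists are too small and serve as a description. The genes named in the text were the 10 with the largest change in each direction among those past the threshold, every gene named in the paper's results, Tables 2 and 3 and Fig. 6 (values in these tables had been seen), and in each list the 2 members with the largest change in each direction past the threshold and those that the paper discusses. Further names (*GDNF*, *LOC440461*, *SYN1*, *IFNB1*, *IL29*, *DHX58*, *MKI67*, *TNFAIP3*, *PPP1R15A*, *SLC3A2*, *ASNS*, *PDIA4*, *DNAJB11*, *HERPUD1*, *ERO1LB*, *TP53INP1*, *CDKN1A*, *MDM2*, *BST2*, *EIF2AK2*, *MLL3*, *SRCAP*, *ZNF429* and *PHF11*) were added where a list or a count was described, after their values were seen unless the rule names them.

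The procedure was tested on simulated data made from the SEs of the 19748 genes of this comparison, with 200 genes changed, in 20 runs. Of genes changed by 0.5, 1 and 2 on the log2 scale, 19.6%, 78.7% and 96.6% were recovered at an adjusted p under 0.05, and 5.17% of the called genes were false. The simulated t statistics were drawn independently for each gene from the distribution that gave the p-values. A false share near the threshold was therefore built in and says nothing about dye effects, odd probes or correlated genes, which were not simulated. Among 200 unchanged lists, 16.5% had a random-list p under 0.05, because members of these lists have larger SEs than other genes, against 6.5% with random lists matched on the SE. Random lists matched on the SE were therefore added as an alternative after the data were examined, as were lists without the genes of the paper's Table S5 and results without the very bright probes. The other alternatives were set before the data were examined and covered the adjustment, the unit counted, the probe that stands for a gene, the size of change, centring, a filter on dim probes, the matching of random lists, lists without the genes that the paper names, and single probes. The precision is limited by the 3 arrays, and the depth of an array has no counterpart to a read count. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.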

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

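The group of very bright probes and the tests of a shift of all bright probes, of a dye effect, of RNA from leukocytes and of the presence of siRNA were chosen only after the results were seen.

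Probes that the paper does not discuss gave a signal of their own: 99 probes with a mean log2 intensity of 14 or more had a log2 fold change of -1.5 or less in the authors' deposited table, with a median of -2.3, while 6 probes as bright were at 1.5 or more. Not all bright probes were shifted by the same amount, since all 1286 probes as bright, the 99 included, had a median of -0.039 (95% bootstrap interval -0.066 to -0.0087). The bound set for that test, a median at or below -1.5, was out of reach, because only 99 of the 1286 lay that low. The test therefore adds nothing to that count, and the normalization is not known. Lower probes were nevertheless more frequent with intensity: at an adjusted p under 0.05 over all probes, 12 were higher and 29 lower among 591 with a mean log2 intensity from 14 to 15, 1 and 38 among 395 from 15 to 16, and 2 and 52 among 300 from 16 upwards, whose median was -0.24 (interval -0.27 to -0.2). An effect of intensity on part of the bright probes thus stays open. A fall of the transcripts would also have lowered the other probes of the same genes, but 64 such probes of 43 genes had a median of -0.042 (interval -0.11 to 0.029), with none at or below -1.5 and 10 lower at an unadjusted p under 0.05, which is consistent with a signal of the probe itself. Most of those probes are dim, and the 19 with a mean log2 intensity of 9 or more had a median of -0.26 (range -0.7 to 0.75). A dye effect of the same size on each of the 3 arrays, 1 of which is dye-swapped, would change sign between arrays and with 17 degrees of freedom could not reach an absolute t above 1.46, whereas the 99 probes had a median absolute t of 5.5 (interval 5 to 5.7) and none below 2.3 in the authors' deposited table. This argues against it if all 3 arrays entered the fit, which the sources do not state. A fall of a transcript that only the bright probe reads stays open.

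Interferon-stimulated genes that neither the paper's text nor its tables name, Table S5 included, were higher as well: the 32 such members had a median log2 fold change of 1.4, with 8 higher and none lower at an adjusted p under 0.05 and 24 that did not pass the test. With the members that only Table S5 names there were 51, with a median of 1.5 and 16 higher. A test of RNA from leukocytes had little to decide, since the RNA came from a cultured cell line, and 10 leukocyte markers had a median of -0.01 (95% bootstrap interval -0.04 to 0.14). Whether single odd probes made the calls was not settled by the bound of 1 set before the data were examined, since 17 other probes of 12 genes that rose had a median of 0.91 (interval 0.48 to 1.30), although all 17 lay above 0 and 13 were higher at an unadjusted p under 0.05, counts that were looked at afterwards. Some of these probes were dim, which limits the change they could show. That of *BST2* was at 0.14 with a mean log2 intensity of 6.5, and that of *DDX60* at 2.6 with 8.5. The presence of siRNA, which as double-stranded RNA could itself start an interferon response, and the loss of calreticulin cannot be told apart here, because the mock cells received no siRNA and the number of arrays with a non-targeting siRNA is 0. Both remain open.

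Among ER chaperones and folding enzymes, the 32 members that the paper does not name, in its Table S5 either, had a median log2 fold change of 0.57, with 14 higher and none lower at an adjusted p under 0.05 (18 higher and 1 lower unadjusted). *ATF4* and integrated stress response targets, none of them named by the paper or its Table S5, had a median log2 fold change of 0.535 over 20 genes (adjusted p = 0.0008, permutation test with random lists).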

How the results depend on the processing

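The alternatives without the very bright probes, with random lists matched on the SE and without the genes of Table S5 were chosen after the data were examined. Counts are given as higher and lower genes. Against 336 and 455, the counts were 54 and 108 at an adjusted p under 0.01, 571 and 740 under 0.1, 4 and 16 with the Bonferroni adjustment, 1463 and 1693 unadjusted, 162 and 221 with the median over the probes of a gene, and 83 and 94 with a change of at least 1, as each of these thresholds is stricter or looser by construction except the median over probes, for which the cause was not tested. The other alternatives stayed within 1.5 times, at 291 to 456 and 361 to 584 genes. Unadjusted counts became 2308 higher with all probes that have a symbol, 2636 and 2679 with all probes, 722 and 827 with a change of at least 0.5, and 128 and 138 with at least 1, where the number of items counted differs by construction. *CALR* kept its value with centring. *MAP2K6* (-0.42) passed only without adjustment. *MAPK8* turned to 0.16 at another probe, and *ERO1L* at its other probe (0.29) did not pass. With the probe of smallest p, the log2 fold change turned to -0.075 for *DBF4*, -0.072 for *ESRRG*, -0.077 for *FABP3*, 0.11 for *PRKAA2*, 0.17 for *RNASE1*, 0.39 for *CDKN1A* and 0.12 for *TACC2*, and with the median over probes to -0.025 for *DBF4*, -0.018 for *ESRRG*, -0.033 for *FABP3*, 0.1 for *PRKAA2*, 0.25 for *BBC3*, 0.16 for *CDKN1A*, 0.0185 for *GDNF* and 0.16 for *MLL3*, and the cause was not tested. List medians near 0 turned as well, with the probe of smallest p to 0.051 (p53 targets), 0.054 (MAPK kinases), -0.036 (basal), -0.016 (fibroblast) and 0.0025 (leukocyte), and with the median over probes to 0.045 (p53 targets), 0.015 (MAPK kinases) and -0.035 (basal). The luminal markers (-0.26) passed with random lists unmatched or matched on the SE, as did the genes beside *CALR* (-0.185), which also passed with the median over probes (-0.177), and the cause was not tested. Lists that passed by random lists did so under every alternative run, except that without the genes of Table S5 MHC class I antigen presentation (0.17) and the RNA sensors (0.1) did not pass, where the lists are smaller by construction and lose members that the study had called, and the basal markers turned to -0.0045. For other single genes a call was lost in 40 and gained in 2 pairings of gene and alternative, and counts of called list members moved by over 1.5 times in 16 pairings. The calls of *MAPRE1*, *MAPKAPK2*, *SLC3A2* and *TNFAIP3* were lost under each alternative, those of *ISG15* and *MKI67* with centring, those of *ERO1LB* and *UBC* with the probe of smallest p and the median over probes, and those of *APOL2*, *ASNS*, *ATP2A3*, *BBC3*, *BST2*, *CYFIP2*, *FOXA1*, *GDNF*, *IFIT2*, *MLL3*, *PARP14*, *PCNXL3*, *PRR7*, *SAMD9*, *SDHA*, *SRCAP*, *SRI*, *SYN1*, *TMEM158*, *TNF*, *TNRC18* and *ZNF429* with the median over probes, while *MNT* gained one with the probe of smallest p and with the median over probes. In the authors' own adjustment, which covers more spots, 195 of the 791 called genes did not pass 0.05, among them *DNASE2*, *ERO1LB*, *IFIT1*, *ISG15*, *MADD*, *MAPKAPK2*, *MAPRE1*, *MCM5*, *MKI67*, *PDIA3*, *SLC3A2*, *TNFAIP3* and *UBC*. Not run, for want of values per array, were a dye term, other normalizations, the methods' t-test, leaving out each replicate, an estimated correlation between genes and other splits of the samples, and *CALR* has a single probe. No paired analysis was possible because the deposited table holds no values per array. Signal over background limits genes whose probes lie near the negative controls (mean log2 intensity 6.4).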

Differences from the paper's values

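All alternatives named in this part were set before the data were examined. The values set beside the paper's are those of the authors' deposited table at the transcripts that the paper lists. At the unadjusted p under 0.05 of its tables, the paper's number of downregulated genes is 992, and 1693 genes were lower here. The median over the probes of a gene (1339), genes whose probes go the same way (1453) and a change of at least 0.5 (827) fall within 1.5 times of it, and the other alternatives do not. The paper's number of upregulated genes is 1579, and 1463 genes were higher here, 1176 with the median over probes and 1288 among genes whose probes go the same way, while the change of at least 0.5 left 722, which is not within 1.5 times.

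Many fold changes of Table 2 differed by more than the SE. For the higher genes, the paper's values and those of the authors' deposited table were 2.9 (the paper's) and 4.4 for *IFIT1*, 2.5 (the paper's) and 3.9 for *IFIT2*, 2.3 (the paper's) and 3.9 for *IFI6*, 2.2 (the paper's) and 3.9 for *IFI27*, 2 (the paper's) and 3.5 for *DDX58*, 2 (the paper's) and 3.3 for *DDX60*, 1.9 (the paper's) and 2.8 for *OASL*, and 1.9 (the paper's) and 3.7 for *SAMD9*. For the lower genes they were -2.7 (the paper's) and -2.4 for *CALR*, -2.1 (the paper's) and -1.7 for *MNT*, -1.5 (the paper's) and -0.84 for CA306742, -0.67 (the paper's) and -0.43 for *FAM35A*, -0.58 (the paper's) and -0.88 for *PCNXL3*, -0.57 (the paper's) and -0.11 for *C13orf37* (-0.42 at the other probe of the same transcript, SE 0.14), -0.56 (the paper's) and -0.11 for *TACC2*, -0.5 (the paper's) and -0.22 for ENST00000301038, and -0.46 (the paper's) and 0.19 for *CPOX*. Neither centring nor, for genes with several probes, the probe of smallest p or the median over probes brought these within the SE of the paper's value, except for *IFIT2*, which was at 2.41 with the median over probes. Of 19 genes of Table 2, 18 had the same sign in both, and the paper's value lay inside the 95% confidence interval for 10. No single factor, such as another log base, links the sets of values, since the deposited value was the larger for 10 genes and the smaller for the others, at a median ratio of 1.35. The paper's p-values differ as well and are smaller than the deposited ones except for *IFI27*, *DDX58* and *SAMD9*. The deposited p was 0.42 for *C13orf37* and 0.6 for *TACC2* at the brighter probe, and 0.3 for *CPOX*. The paper's printed values thus came from another calculation, in which a gene that did not pass here can have passed.

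In Table 3, the paper's values and those of the authors' deposited table were -0.12 (the paper's) and 0.054 for *MAP2K1*, -0.11 (the paper's) and 0.068 for *MAP2K4*, -0.01 (the paper's) and 0.27 for *MAPK1*, -0.08 (the paper's) and 0.0079 for *MAPK14*, 0.18 (the paper's) and 0.026 for *SERPINB5*, and 0.25 (the paper's) and -0.024 for *TP53I11*. For *MAP2K1*, *MAPK1* and *MAPK14* the values lie within the SE of the paper's and differ in sign, as do the other probe of *MAPK1* (0.0079, SE 0.34) and 1 of the other probes of *MAPK14* (0.034, SE 0.13). The other probe of *SERPINB5* (0.13) lies within its SE of the paper's value with the same sign, and no other alternative run did so for these genes. Of the 9 genes, 4 had the same sign in both. Among those that differed in sign, *MAP2K1*, *MAP2K4*, *MAPK1* and *MAPK14* had a p above 0.05 in the paper's Table 3 as well. Their signs are therefore uncertain in both sets of values. Of the genes that the paper lists there at a p under 0.05, *TP53I11* alone differed in sign. The paper's value lay inside the 95% confidence interval for all 9, but intervals as wide as that of *MAPK1* (-0.87 to 1.41) make this no sign of a match.

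The paper states that *SERPINB5*, *TP53I11* and *TP53TG5* were upregulated and *MAP2K6* and *MAPK8* downregulated at its threshold. Here *MAP2K6* alone of these 5 reached an unadjusted p under 0.05, and the brightest probe of *TP53I11* was at -0.16 in the authors' deposited table. The paper names *MADD* among the upregulated genes, and it was at -0.55 in the authors' deposited table and fell (p adjusted over genes 0.0417, and 0.054 in the authors' own adjustment). Of the 15 genes that the text names as upregulated, 1 was higher at an unadjusted p under 0.05, and of the 19 named as downregulated 3 were lower, while *MINA*, one of them, was higher at 0.39 in the authors' deposited table. The paper gives *CRT* as the most downregulated gene, and here 17 genes had a larger decrease, 16 of them on very bright probes (16 and 15 at an adjusted p under 0.05), while *CRT* had the smallest p. The paper's higher chaperones and *ERO1A* and its lower *ITPR3* had the same direction here and passed the adjusted threshold, *PDIA3* not in the authors' own adjustment (0.055).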

Other observations

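Of other lists of the innate response, 4 had medians above those of random lists, with few genes past the threshold. RNA sensors and their adaptors had 4 of 16 genes that rose and none that fell (5 when adjusted over the list alone, 6 unadjusted), namely *DDX58*, *IFIH1* (MDA5) at 2.4, *DHX58* at 2.3 and *EIF2AK2* (PKR) at 2.2 in the authors' deposited table, all of which are also interferon-stimulated genes, and the median was 0.22 (adjusted p = 0.016, permutation test with random lists; adjusted p = 0.0158 for the share of called genes, one-sided Fisher's exact test). Of 19 genes of MHC class I antigen presentation, 2 rose and none fell (4 when adjusted over the list alone), the peptide transporter *TAP1* at 1.6 (SE 0.36) and the immunoproteasome subunit *PSMB9* at 1.9 (SE 0.33) in the authors' deposited table, at a median of 0.47 (adjusted p = 0.0008, permutation test with random lists; 0.351 by Fisher's exact test). Of 15 NF-kB targets, 3 rose and none fell (4 when adjusted over the list alone), *BIRC3* at 1.8 (SE 0.44), *RELB* at 1.2 (SE 0.24) and *TNFAIP3* at 0.79 (SE 0.22, 0.22 at its other probe, with its call lost under each alternative) in the authors' deposited table, at a median of 0.67 (adjusted p = 0.0008, permutation test with random lists; 0.0677 by Fisher's exact test). Among 15 interferons and inflammatory cytokines *TNF* rose, at 1.2 (SE 0.29) and 0.016 (p 0.91) at its 2 probes in the authors' deposited table and without a call with the median over probes, and none fell (4 higher when adjusted over the list alone), at a median of 0.26 (adjusted p = 0.00133, permutation test with random lists; 0.686 by Fisher's exact test). Without the genes of Table S5, an alternative chosen after the data were examined, the medians of the RNA sensors (0.1, adjusted p = 0.325) and of MHC class I antigen presentation (0.17, adjusted p = 0.345) no longer passed the permutation test with random lists. The interferon genes *IFNB1* and *IL29* were at 0.14 (SE 0.16) and 0.15 (SE 0.16) in the authors' deposited table and did not pass the test. Their mean log2 intensities were 6.6 and 6.7 there, close to the negative controls at 6.4, so that a rise could have been missed.

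Targets of *ATF4* and of the integrated stress response included 5 of 20 genes that rose and none that fell (10 when adjusted over the list alone, 12 unadjusted). *ATF3* was the highest, *DDIT3* (CHOP), a transcription factor of ER stress, was at 1.8 (SE 0.33), *PPP1R15A* (GADD34) at 1.1 (SE 0.25), the amino acid transporter subunit *SLC3A2* at 0.75 (SE 0.21, 0.79 at its other probe) and asparagine synthetase (*ASNS*) at 0.58 (SE 0.14, 0.2 at its other probe) in the authors' deposited table. The call of *SLC3A2* was lost under each alternative and that of *ASNS* with the median over probes. Of 30 cell cycle genes, 3 fell and 1 rose, also when adjusted over the list alone. The replication helicase subunits *MCM2* and *MCM5* were at -0.88 (SE 0.18) and -0.83 (SE 0.22), the proliferation marker *MKI67* at -0.55 (SE 0.15, with its call lost on centring) and cyclin E2 (*CCNE2*) at 0.58 (SE 0.12) in the authors' deposited table, and *MCM5* (0.054) and *MKI67* (0.064) did not pass in the authors' own adjustment. The median of the list was -0.031 (adjusted p = 0.928, permutation test with random lists). Of 13 reference genes, *UBC* rose, at 0.49 at 1 of its probes and at -0.022 to 0.25 at the others, and *SDHA* fell, at -0.71 and -0.66 at its probes, all in the authors' deposited table, but neither passed with the median over probes, and *UBC* passed neither with the probe of smallest p nor in the authors' own adjustment (0.05), with 1 higher and 2 lower when adjusted over the list alone and a median of 0.033 (adjusted p = 0.933, permutation test with random lists). Without the very bright probes, the lowest genes were *C9orf62*, *CALR*, *GDNF* and *LOC440461* at -2.4 for the last 2, and *SYN1* at -2.3, in the authors' deposited table, where the other probes of *GDNF* lay between 0.011 and 0.063 and that of *SYN1* at -0.2, and both calls were lost with the median over probes. The spike-in controls E1A lay between -3.4 and 2.4 in the authors' deposited table, with unadjusted p values of 0.095 and above. The amounts in which they were added to each dye were not taken into account, so that their spread is not a measure of noise.

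The test of the genes beside *CALR* on chromosome 19 was set before its result was seen. Of 16 neighbours, 1 fell (*DNASE2*, at -0.63 in the authors' deposited table, SE 0.17, with 0.062 as the authors' own adjusted p, above 0.05) and none rose, 4 were lower when adjusted over the list alone, and their median log2 fold change was -0.185 (adjusted p = 0.0575, permutation test with random lists). A candidate explanation is a trend of gene-dense chromosomes rather than an effect near the silenced gene. The neighbours' median lay at percentile 7.9 among 1260 runs of as many adjacent genes of chromosome 19, whose middle part, without the lowest and highest 5%, spans -0.22 to 0.06, and genes of chromosomes 16, 17, 19 and 22 had a median 0.05 below those of chromosomes 4, 13 and 18 (a difference of -0.05, 95% bootstrap interval -0.062 to -0.038). That interval includes values smaller than the bound of 0.05 that had been set, so that the trend and an effect of the knockdown cannot be told apart.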
